# The Osteocyte Transcriptome Is Extensively Dysregulated in Mouse Models of Osteogenesis Imperfecta

**DOI:** 10.1002/jbm4.10171

**Published:** 2019-02-11

**Authors:** Sarah M Zimmerman, Milena Dimori, Melissa E Heard‐Lipsmeyer, Roy Morello

**Keywords:** GENETIC ANIMAL MODELS, COLLAGEN, OSTEOCYTES, OSTEOGENESIS IMPERFECTA, RNASEQ

## Abstract

Osteocytes are long‐lived, highly interconnected, terminally differentiated osteoblasts that reside within mineralized bone matrix. They constitute about 95% of adult bone cells and play important functions including in the regulation of bone remodeling, phosphate homeostasis, and mechanical stimuli sensing and response. However, the role of osteocytes in the pathogenesis of congenital diseases of abnormal bone matrix is poorly understood. This study characterized in vivo transcriptional changes in osteocytes from *Crtap*KO and *oim/oim* mouse models of osteogenesis imperfecta (OI) compared with wild‐type (WT) control mice. To do this, RNA was extracted from osteocyte‐enriched cortical femurs and tibias, sequenced and subsequently analyzed to identify differentially expressed transcripts. These models were chosen because they mimic two types of OI with different genetic mutations that result in distinct type I collagen defects. A large number of transcripts were dysregulated in either model of OI, but 281 of them were similarly up‐ or downregulated in both compared with WT controls. Conversely, very few transcripts were differentially expressed between the *Crtap*KO and *oim/oim* mice, indicating that distinct alterations in type I collagen can lead to shared pathogenic processes and similar phenotypic outcomes. Bioinformatics analyses identified several critical hubs of dysregulation that were enriched in annotation terms such as development and differentiation, ECM and collagen fibril organization, cell adhesion, signaling, regulatory processes, pattern binding, chemotaxis, and cell projections. The data further indicated alterations in important signaling pathways such as WNT and TGF‐β but also highlighted new candidate genes to pursue in future studies. Overall, our study suggested that the osteocyte transcriptome is broadly dysregulated in OI with potential long‐term consequences at the cellular level, which deserve further investigations. © 2019 The Authors. *JBMR Plus* published by Wiley Periodicals, Inc. on behalf of American Society for Bone and Mineral Research.

## Introduction

The skeleton is a dynamic organ that constantly undergoes remodeling to replace old or damaged bone with new, maintain calcium/phosphate homeostasis, and adapt to the external mechanical forces. Three highly specialized cell types are actively involved in the remodeling process: the osteoclasts, which resorb bone; the osteoblasts, which form new bone; and the osteocytes, which sense mechanical stress or damaged bone and orchestrate the remodeling process.^1^, ^2^, ^3^ Osteocytes are former osteoblasts that have been embedded in the newly made bone matrix and eventually became entombed in fluid‐filled lacunae inside the mineralized bone. They are the most numerous (∼95%) cell type in the adult skeleton, and their life span can be as long as that of the bone in which they reside.^1^ Osteocytes extend dendritic cell processes through canaliculi to connect to each other and form an extensive network throughout bone that communicates with blood vessels and at the bone surface with osteoblasts, bone lining cells, and possibly other cells in the marrow.^4^, ^5^, ^6^ Osteocytes sense mechanical stimuli, damaged bone matrix and hormonal signals (for example, parathyroid hormone [PTH], glucocorticoids, and sex steroids). Moreover, osteocytes produce and secrete systemic hormones, such as FGF23, which regulates phosphate homeostasis,^7^ as well as a long list of other signaling molecules that influence osteoblast and osteoclast differentiation, survival, and activity. The list includes bone anabolic WNT signaling molecules (eg, WNT1), inhibitors of the WNT pathway including SOST, DKK1, and SFRP1,^8^, ^9^, ^10^ nitric oxide (NO), and prostaglandin E2 (PGE_2_).^11^, ^12^ In addition, osteocytes play a seminal role in osteoclast generation by virtue of their ability to produce the essential osteoclastogenic factors macrophage colony‐stimulating factor (M‐CSF) and receptor activator of NF‐κB ligand (RANKL) as well as osteoprotegerin (OPG). Notably, mice with an osteocyte‐specific deletion of RANKL are resistant to bone loss induced by unloading,^13^, ^14^ ovariectomy, low‐calcium diet, or glucocorticoid excess.^15^, ^16^, ^17^, ^18^

Although the function of osteocytes in adult bone remodeling and mechano‐sensing is well appreciated, it remains unclear whether this most abundant bone cell type has an active or passive role in congenital diseases of abnormal bone matrix. Osteogenesis imperfecta (OI) is the prototypic inherited disorder of abnormal bone matrix—most often caused by alterations in type I collagen synthesis—associated with a dramatic increase in bone fragility.^19^ Because osteoblasts are the principal bone cell type that synthesizes and secretes large amounts of type I collagen, heretofore the role of osteocytes in OI has been largely overlooked.^20^ Nonetheless, increased osteocyte density has been reported in OI patients, as well as in mouse models of OI,^21^, ^22^, ^23^ and correlates with increasing clinical severity.^21^ Recent evidence that osteocyte dysregulation may be contributing to OI came from the identification of *WNT1* mutations as the cause of early onset osteoporosis or severe OI in patients with mono‐allelic or bi‐allelic *WNT1* pathogenic variants, respectively.^24^, ^25^ Interestingly, the *swaying* mouse model (*Wnt1^sw/sw^*) mimics many typical OI features along with an abnormal osteocyte phenotype and pointed to osteocytes as the potential source of the WNT1 ligand.^26^ Furthermore, the conditional inactivation of *Wnt1* in osteocytes, using Dmp1‐Cre mice, resulted in low bone mass and spontaneous fractures, similar to what was observed in OI patients.^27^ Therefore, osteocytes may contribute to the OI bone phenotype perhaps via altered WNT1 production, but the full spectrum of osteocyte transcriptional changes in OI remains unclear.

In this study, we performed RNA sequencing (RNAseq) from osteocyte‐enriched cortical long bones from control and two mouse models of OI. We used the *Crtap*KO^28^ and the *oim/oim* 22 mouse models which mimic two types of OI with different genetic mutations that result in distinct type I collagen defects but a similarly severe form of OI. We found that the osteocyte transcriptome is significantly altered in both of these models of OI.

## Materials and Methods

### Mice

The *oim/oim* and *Crtap*KO mice were generated previously^22^, ^28^ and were maintained in the C57B6 pure and C57B6/129Sv/ev mixed genetic background, respectively. The wild‐type (WT) control mice used for the RNAseq were littermates of the oim/oim and thus were on a pure C57B6 background. Mice were housed in a pathogen‐free facility with 12‐hour light/dark cycle and unlimited access to water and standard chow diet. All animal work was conducted in accordance to local, state, and US federal regulations. Mice were euthanized at 3 months of age and relevant tissues were harvested according to the recommendations of the Guide for Care and Use of Laboratory Animals (8th edition). The *Crtap*KO mice were genotyped by a PCR protocol using the primers forward 5'‐TGACCGCTTCCTCGTGC‐3' and reverse 5'‐CCCGCCTATCACCAACC‐3' for detecting the mutant allele, and forward 5'‐GGCCAATGACCTCCCGAAG‐3' and reverse 5'‐AACTTCGGGGTAAAGCCAGAG‐3' for the WT allele. The products of the reaction are ∼500 base pairs (bp) for the mutant allele and 180 bp for the WT allele. The *oim* mice were also genotyped by PCR: the primers were 5'‐ACTGTCTGTCTACAGTGAACGTCTTAA T‐3' outer forward, 5'‐GATGTAGATGCATAGAAGACATGGAAGG‐3' outer reverse, 5'‐TTCCCATTTTTTTCTATTATACAGAAACAG‐3' inner forward (WT specific), and 5'‐AATGATTGTCTTGCCCCATTCATTTTTT‐3' inner reverse (oim specific). These four primers were added to the same master mix for a final concentration of 0.1 μM (outer primers) and 1.0 μM (inner primers). The products are 440 bp (all genotypes), 303 bp (WT allele), and 195 bp (oim allele).

### RNA extraction from osteocyte‐enriched bone

See Supplemental Fig. S1 for the workflow of the RNA sequencing experiment. Femora and tibias were harvested from WT, *oim/oim*, and *Crtap*KO mice, *n* = 4/genotype. The mice ID numbers and sex are: WT 3329 female, and 3336, 3337, 3338 males; *oim/oim* 3309, 3414 females, 3413, 3333 males; *Crtap*KO 3324, 3359 males, 3360, 3361 females. Osteocyte‐enriched bone was obtained by removing the epiphyses, thoroughly flushing the bone marrow, and scraping off the periosteal membrane; all these procedures were performed on ice in less than 10 minutes after the initial harvest. The osteocyte‐enriched bone was immediately homogenized in 1 mL of TriPure Isolation Reagent (Roche, Mannheim, Germany; ref 11667157001) and processed for RNA extraction according to the manufacturer's instructions until the chloroform separation step. An equal volume of freshly made, RNase‐free 75% ethanol was added to the clear supernatant obtained from the chloroform separation, mixed, and then transferred to an RNeasy Micro column (Qiagen, Valencia, CA, USA; cat# 74004). Digestion with DNase I and elution of RNA was performed according to the manufacturer's instructions. RNA samples were tested for quality using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Only RNA samples with an RNA integrity number (RIN) of ≥7.0 were accepted for sequencing. The RNA samples that passed the quality test (*n* = 4/genotype) were sequenced and a portion of each sample was saved for real‐time PCR.

### Library preparation, RNA sequencing, and data quality control

Sequencing libraries were prepared from the RNA samples by use of the TruSeq mRNA Sample Prep Kit (Illumina, San Diego, CA, USA). Briefly, total RNA (1 μg) was subjected to polyA selection, then chemically fragmented and converted to single‐stranded cDNA using random hexamer‐primed reverse transcription. The second strand was then generated to create double‐stranded cDNA, followed by fragment end repair and addition of a single A base on each end of the cDNA. Adapters were ligated to each fragment end to enable attachment to the sequencing flow cell. The adapters also contained unique index sequences that allowed the libraries from different samples to be pooled and individually identified during downstream analysis. Library cDNA was PCR amplified and enriched for fragments containing adapters at each end to create the final cDNA sequencing library. Libraries were validated on the Fragment Analyzer for fragment size and quantified by use of a Qubit fluorometer (Life Technologies, Carlsbad, CA, USA). Equal amounts of each library were pooled for sequencing on the NextSeq 500 platform using a high‐output flow cell to generate approximately 25 million 75‐base reads per sample.

### Data post‐processing

Initial RNA sequencing data analysis was performed using Illumina's software portfolio including the BaseSpace (Illumina) analysis pipeline and the Tuxedo suite consisting of Bowtie, TopHat, and Cufflinks to align sequence reads to the murine reference genome GRCm38, identify splice isoforms, and estimate transcript abundance.^29^, ^30^, ^31^

### Quantitation, differential expression analysis, and statistics

Quantification, quality control, and differential expression analysis of the RNA sequencing data were performed using SeqMonk software (version 0.31.1), which runs R‐based statistical analyses and uses Bioconductor packages (eg, DESeq2). The quantification returns values with units of fragments/reads per kilobase million fragments/reads (FPKM/RPKM). To assess the integrity of the sequencing data, a few quality‐control (QC) plots were generated using SeqMonk. The first was the RNA‐Seq QC Plot, which describes the alignment of the sequencing reads (Supplemental Fig. S2*A*). For this study, ideal values for this plot would be 100% of reads aligned “in genes” and nearly 100% “in exons” because we enriched for mRNA, 0% “in rRNA” because ribosomal RNA (rRNA) should have been eliminated, 0% “in MT” because SeqMonk was set to ignore mitochondrial (MT) genes, and 50% “on sense strand” because the sequencing was not strand‐specific. All samples in this study showed similar results, meaning that all samples had a similar composition and were therefore comparable. Next, a box‐and‐whiskers plot of quantitated values for all transcripts in each sample showed that every sample had a similar distribution of expression values, indicating a similar sample composition (Supplemental Fig. S2*B*). Finally, the DataStore Tree plot groups samples based on a “similarity” index calculated from the Pearson correlation coefficient (Supplemental Fig. S2*C*). Notably, there were two samples (*oim/oim* mouse 3309 and *Crtap*KO mouse 3324) that did not appear as closely related to the other OI samples; however, these two were still separate from the WT cluster. 

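The libraries are named here by the genotype and replicate number of their labels, so that *oim/oim* mouse 3309 is *oim/oim* 1 and *Crtap*KO mouse 3324 is *Crtap*KO 1. Across the 16052 tested transcripts, the correlation of log2 values was on average 0.986 between WT libraries, 0.977 between libraries of the 8 OI mice, and 0.967 between WT and OI libraries. The difference of 0.0113 was the largest of 495 ways to split the libraries (exact one-sided permutation p = 0.00202). Divided into a pair of branches, the tree put all WT libraries on one and all OI libraries on the other. Divided once more, it set *Crtap*KO 1 alone, while *oim/oim* 1 stayed with the rest. The mean correlation of *Crtap*KO 1 with its own group was 0.972, against 0.979 to 0.981 for the other libraries labelled *Crtap*KO. That of *oim/oim* 1 was 0.978. Against WT, the within-group minus between-group difference was 0.0171 for *Crtap*KO and 0.0129 for *oim/oim* (exact one-sided permutation p = 0.0286 for each, the smallest that 35 splits allow). Between the OI models it was 0.00348 (exact one-sided permutation p = 0.0857), and 0.00827 without the libraries labelled *Crtap*KO 4 and *oim/oim* 4, where 10 splits allow no p under 0.1.

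*Crtap*KO 1 stood apart in the interferon response. Its list level was 5.88 on the log2 scale, against 2.20 to 2.66 in the other libraries labelled *Crtap*KO. *Crtap*KO 1 had the highest value of the 12 libraries for all 15 interferon genes, at a median of 10.3 times the median of all other libraries. Without this library 632 transcripts were called for *Crtap*KO against WT, 522 of them among the 611 called with it.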

Differential expression analysis was set to identify transcripts that had changed by at least twofold and that had a *p* value of <0.05, after adjusting for multiple comparisons. The fold‐change cutoff of ≥2 was fairly stringent in order to reduce the number of false positives.

### Functional annotation and pathway analysis

Biologically relevant patterns of differentially expressed transcripts and altered signaling pathways were identified using the Biological Network Gene Ontology (BiNGO) plugin and CytoScape software (BiNGO, CytoScape)^32^ or the Database for Annotation, Visualization, and Integrated Discovery (DAVID) Bioinformatics Resources v6.8 (DAVID).^33^, ^34^ Additional bioinformatics tools available at the WEB‐based GEne SeT AnaLysis Toolkit (WebGestalt)^35^, ^36^ included the transcription factor activity analysis, which uses the molecular signatures database (MSigDB).^37^

### Real‐time PCR

The reserved portion of the osteocyte‐enriched RNA samples was used to make cDNA with the Transcriptor First Strand cDNA Synthesis Kit (Roche, ref 04379012001), according to the manufacturer's instructions. Real‐time PCR was performed to measure *Mmp2*, *Cdkn1a*, and *Serpine1* gene expression using the ΔΔCT method and normalizing to the geometric mean of five housekeeping genes: *Gapdh*, *G6pdh*, *Pbgd*, *B2mg*, and *Hprt*. The primers used for real‐time PCR are listed in Supplemental Table S1.

## Results

### RNA sequencing results

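Transcript levels below are the deposited values of these 12 libraries, as log2 RPKM for 25965 transcripts. By label, n is 4 mice per genotype. Read counts recovered from the values gave depths of 28.1 to 39.8 M reads in WT, 30.0 to 48.5 M in *Crtap*KO and 30.2 to 44.1 M in *oim/oim*. Genotypes were compared by limma on 16052 transcripts of mean RPKM 0.1 or more. A transcript is called as having risen or fallen where the fold change was at least 2 and the adjusted p below 0.05, and standard errors are on the log2 scale. Where a pair of fold changes is given, *Crtap*KO comes before *oim/oim*. Tests are two-sided unless said otherwise, and camera tests a group of genes against all others at a preset correlation of 0.01. The mean log2 level of a group is compared by exact permutation without adjustment, where 35 splits allow no p under 0.0286, a test chosen later. The thresholds and the gene groups, some of them taken from tables of the paper, were fixed before the deposited values were examined. So were the alternatives, apart from values as deposited, limma-voom and fits without the libraries labelled *Crtap*KO 4 and *oim/oim* 4, which were chosen later. When the gene groups were drawn up, values in the tables of the paper had been seen. The groups were thus not chosen blind to these mice.

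*Crtap*, which encodes cartilage-associated protein and is disrupted in *Crtap*KO mice, had 35.1, 28.2, 19.4 and 31.3 RPKM in the WT libraries and 46.6, 53.1 and 47.1 RPKM in *oim/oim* 1 to 3. In *Crtap*KO 1 to 3 it had 0.081, 0.0581 and 0.0752 RPKM, from 6, 5 and 4 reads. The library labelled *Crtap*KO 4 had 15.97 RPKM (1129 reads), which goes against its label, and the library labelled *oim/oim* 4 had 14.53 RPKM (1096 reads). The paper genotyped the mice by PCR, and its RT-qPCR was on 3 other genes, by group. *Col1a2*, mutated in *oim/oim* mice by a deletion that leaves its transcript in place, gave 2450 to 3527 RPKM in *oim/oim* and does not tell the genotypes apart.

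These libraries labelled *Crtap*KO 4 and *oim/oim* 4 also stood out by likeness. Over transcripts of 50 to 200 reads, their counts differed with a chi-squared per degree of freedom of 1.124, where sampling of reads alone gives 1, and the lowest among the 65 other pairs of libraries was 3.861. The *oim/oim* mouse 3333 of the library labelled *oim/oim* 4 is recorded as male, yet the library had 18.9 RPKM of *Xist* and 0.1046 of the Y-linked level of the male libraries. In the library labelled *Crtap*KO 4, recorded as female, these values were 19.3 RPKM and 0.091. Both libraries were kept, and counts without them are given beside those of the calls and the gene groups.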

RNA was extracted from femoral and tibial cortical bone of 3‐month‐old WT, *oim/oim*, and *Crtap*KO mice (*n* = 4/genotype, including males and females) as described in the methods and visualized in Supplemental Fig. S1. The RNA was sequenced and the sequencing results from the osteocyte‐enriched bone samples were aligned to a reference mouse genome representing a total of 25,965 unique transcripts. 

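By group means, 13673 transcripts (52.66%) were below 1 RPKM in WT osteocyte-enriched bone, 12023 were between 1 and 100 RPKM, 269 were above 100 RPKM and 16 above 1000 RPKM (n = 4). By geometric means the counts were 13732, 11966, 267 and 16, the values given in the paper. The number of transcripts above 100 RPKM was lower in the OI models, 250 in *oim/oim* and 215 in *Crtap*KO by means, and 246 and 211 by geometric means. Single libraries had 245 to 285 in WT and 187 to 227 in *Crtap*KO, while *oim/oim*, with 224 to 294, overlapped WT. Single WT libraries had 13659 to 13786 transcripts below 1 RPKM, and 6257 transcripts had no read in any of the 12 libraries.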

Most transcripts (13,732 or ∼53%) were detected at very low levels, <1 RPKM (reads per kilobase million; Fig. 1 *A*, data from WT group shown). A little less than half of all transcripts had expression levels between 1 and 100 RPKM (11966, or ∼46%), while fewer transcripts (267, ∼1%) were highly expressed at >100 RPKM, and only a handful of transcripts (16, ∼0.06%) had very high expression >1000 RPKM (Fig. 1 *A*). 

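*Col1a1*, the alpha 1 chain of type I collagen, had 3351 ± 1672 RPKM in WT, 7569 ± 1394 in *Crtap*KO and 7016 ± 1644 in *oim/oim* (SD, n = 4 each), and was the most abundant transcript in both OI models and 7th in WT. *Col1a2*, the alpha 2 chain, had 1770.2 ± 826 RPKM in WT, 3826 ± 776 in *Crtap*KO and 2949 ± 465 in *oim/oim* (SD, n = 4 each). For osteocalcin, the noncollagenous protein of bone matrix, *Bglap* had 2168 ± 1119 RPKM in WT, 5589 ± 1329 in *Crtap*KO and 4166 ± 740.1 in *oim/oim* (SD, n = 4 each). Its neighbor *Bglap2* had 1941 ± 986 RPKM in WT, 5166 ± 1180.1 in *Crtap*KO and 3861 ± 626 in *oim/oim* (SD, n = 4 each). *Sparc*, which encodes the collagen-binding protein osteonectin, had 1565 ± 669.9 RPKM in WT, 3368 ± 618 in *Crtap*KO and 3146 ± 437 in *oim/oim* (SD, n = 4 each). WT 3 was the lowest WT library for *Col1a2*, with 673 RPKM against 1713 to 2640 RPKM in the other 3.

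*Bglap* and *Bglap2* lie next to each other, on chromosome 3 of GRCm38 from 88383501 to 88384464 and from 88377736 to 88378699, and their sequences are alike enough that short reads can be assigned to either. *Col1a1* lies on chromosome 11 of GRCm38 from 94936224 to 94953042, *Col1a2* on chromosome 6 of GRCm38 from 4504814 to 4541544 and *Sparc* on chromosome 11 of GRCm38 from 55394500 to 55423183.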

Included in these high‐expression transcripts were the type I collagen genes *Col1a1* and *Col1a2*, as well as the bone‐related transcripts *Bglap* and *Bglap2* (osteocalcin) and *Sparc* (osteonectin). Also included in this group were transcripts for hemoglobin (*Hba‐a2*, *Hba‐a1*, *Hbb‐b1*, and *Hbb‐b2*) and S100 calcium‐binding proteins (*S100a8* and *S100a9*).

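*S100a9* and *S100a8*, the subunits of calprotectin made by neutrophils, ranked 1st and 5th in WT with 9373 ± 2039 RPKM (SD, n = 4) and 7064 ± 1650.3 RPKM. The alpha-globin transcripts *Hba-a2* and *Hba-a1* had 9128 ± 1454 and 8128 ± 1297 RPKM, and the beta-globin transcripts *Hbb-b1* and *Hbb-b2* had 7414 ± 444 and 6909 ± 392.5 RPKM (SD, n = 4). The 4 globin transcripts made up 12.1 ± 1.27% of the summed RPKM in WT, 9.01 ± 1.79% in *Crtap*KO and 9.11 ± 1.33% in *oim/oim* (SD, n = 4 each). The share of *S100a8* with *S100a9* was 6.27 ± 1.23%, 2.70 ± 0.34% and 3.59 ± 0.86%. These markers of red cells and neutrophils come from marrow and blood, and their share was lower in the OI models.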

**Figure 1:**
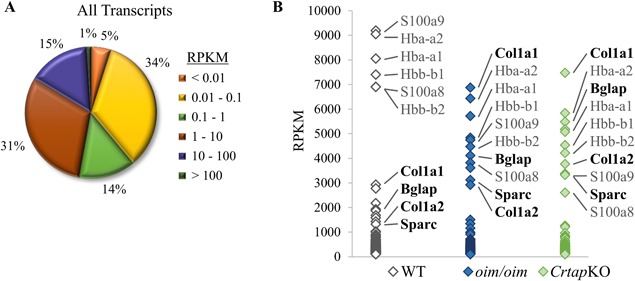
RNA sequencing results. (*A*) The pie diagram illustrates the percent of transcripts at different expression levels in WT osteocyte‐enriched bone for all annotated transcripts in the reference genome. The 25,965 total transcripts are categorized by RPKM value, as detailed in the figure. The percent of total transcripts within each category is displayed next to the associated pie slice. (*B*) The graph displays transcripts with high expression (>100 RPKM) in osteocyte‐enriched bone (267 transcripts in WT, 247 in *oim/oim*, and 212 in *Crtap*KO). Some of the top‐expressing transcripts are noted (bone‐related transcripts in bold). Note that the relative rank of high‐expression transcripts changes for the different groups.

The presence of hemoglobin transcripts at such high levels suggested a potential contamination of the osteocyte‐enriched samples by erythropoietic cells. Red blood cells are certainly abundant in the bone marrow but also in small vessels that perfuse the cortical bone.^38^ Although the bone marrow was completely flushed out from the bone shafts, we could not eliminate red blood cells from intra‐cortical vessels, which may explain this result. However, an analysis of cell type–specific gene transcripts indicated that the samples were indeed highly enriched for osteocytes, as osteocyte‐specific genes appeared at much higher levels of expression than non‐osteocyte‐specific genes (Table 1). 

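*Sost*, which encodes the WNT antagonist sclerostin of osteocytes, had 203 ± 26.5 RPKM in WT, 181 ± 28.1 in *Crtap*KO and 146 ± 34.8 in *oim/oim* (SD, n = 4 each). *Mepe*, a matrix phosphoglycoprotein of osteocytes, had 202 ± 58.0 RPKM in WT, and *Dmp1*, a mineralization protein of osteocyte lacunae, had 137 ± 12.9 RPKM. *Pecam1* of endothelium had 19.3 ± 1.55 RPKM, *Kit* of blood progenitors 7.78 ± 1.28 RPKM and *Oscar* of osteoclasts 3.26 ± 0.663 RPKM (SD, n = 4). Between genotypes, *Dmp1* rose in *Crtap*KO with a log2 fold change of 1.10 (standard error 0.16, adjusted p = 9.2e-04) and had 0.56 in *oim/oim*. *Phex*, the phosphate-regulating endopeptidase of osteocytes, rose in *Crtap*KO (1.01), and *Sost* (-0.17 and -0.50) and *Mepe* (-0.091 and -0.64) did not pass in either model.

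Of the 12 osteocyte markers, 3 rose and none fell in *Crtap*KO and 1 rose and none fell in *oim/oim*, and the rest did not pass (the same adjusted over the list alone; 4 and 0, and 1 and 0, without the libraries labelled *Crtap*KO 4 and *oim/oim* 4). Camera placed the osteocyte markers higher in *Crtap*KO (adjusted p = 3.0e-04, and adjusted p = 0.079 with an estimated correlation) and gave no call in *oim/oim* (adjusted p = 0.32, and adjusted p = 0.66 with an estimated correlation). The list level was higher than in WT by 0.400 in *Crtap*KO (exact permutation p = 0.0286) and by 0.099 in *oim/oim* (exact permutation p = 0.343). Of the 15 cell type genes of the paper tested in both models, 2 rose and none fell in *Crtap*KO and none rose and none fell in *oim/oim*, and the rest did not pass (2 and 0, and 1 and 0, adjusted over the list alone; the same without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was -0.0043 and -0.14 (exact permutation p = 1 and p = 0.371). Camera gave no call for the cell type genes of the paper tested in both models in *Crtap*KO (adjusted p = 0.62, and adjusted p = 0.86 with an estimated correlation) or *oim/oim* (adjusted p = 0.63, and adjusted p = 0.81 with an estimated correlation). In *Crtap*KO the median log2 fold change of the cell type genes of the paper tested in both models was -0.10 and the mean -0.0043, while camera ranked them above other transcripts. The latter were picked in the study itself and are not an independent measure of it. Among the cell type genes, of the 2 calls in *Crtap*KO 1 remained without the filter on low values or without *Crtap*KO 2. Among osteocyte markers, of the 3 calls in *Crtap*KO 1 remained without WT 3, while of the 1 call in *oim/oim* none remained with a pseudocount of 1 or on leaving out either WT 3 or *oim/oim* 2. None remained with the neutrophil marker level, lower in both models, as a covariate.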

An alternative source of contamination could be endosteal osteoblasts because these cells adhere to the bone surface and may not be effectively removed by flushing out the bone marrow. Nevertheless, keratocan, a marker highly expressed by osteoblasts but not osteocytes,^39^ was expressed at very low levels in the osteocyte‐enriched samples (Table 1). 

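*Kera*, which encodes the proteoglycan keratocan of osteoblasts, had 0.0209 ± 0.0134 RPKM in WT, 0.0251 ± 0.0288 in *Crtap*KO and 0.0130 ± 0.00302 in *oim/oim* (SD, n = 4 each), too low to be tested between genotypes. Other transcripts of osteoblasts were present in the same WT libraries. *Alpl*, the alkaline phosphatase of mineralizing cells, had 63.0 ± 25.0 RPKM, and *Sp7*, the osteoblast transcription factor osterix, 41.6 ± 14.6 RPKM. *Ifitm5*, the osteoblast membrane protein altered in type V OI, had 30.2 ± 16.3 RPKM and *Runx2*, an early osteoblast transcription factor, 9.81 ± 1.22 RPKM (SD, n = 4).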

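*Cxcr2*, the chemokine receptor of neutrophils, fell with a log2 fold change of -1.63 (standard error 0.19, adjusted p = 5.7e-04) in *Crtap*KO and -1.41 (standard error 0.19, adjusted p = 0.0013) in *oim/oim*. *Csf3r*, the receptor that drives neutrophil formation, fell by the same measures at -1.50 and -1.18, and *Ltf*, lactoferrin of neutrophil granules, at -1.26 and -1.01. *S100a8* and *S100a9* fell in *Crtap*KO (-1.41 and -1.44) and had -0.93 and -0.95 in *oim/oim* without passing. The globins did not pass in either model, with *Hba-a2* at -0.63 and -0.49 and *Hbb-b1* at -0.71 and -0.61. In the same libraries, *Col1a1*, *Col1a2*, *Bglap*, *Bglap2* and *Sparc* together made up 4.17 ± 2.12% of the summed RPKM in WT, 11.49 ± 2.68% in *Crtap*KO and 8.93 ± 1.32% in *oim/oim* (SD, n = 4 each).

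Of the 24 neutrophil markers, none rose and 19 fell in *Crtap*KO and none rose and 8 fell in *oim/oim*, and the rest did not pass (the same adjusted over the list alone; 0 and 21, and 0 and 5, without the libraries labelled *Crtap*KO 4 and *oim/oim* 4). Camera placed the neutrophil markers lower in *Crtap*KO (adjusted p = 2.2e-11, and adjusted p = 0.19 with an estimated correlation) and lower in *oim/oim* (adjusted p = 1.1e-10, and adjusted p = 0.24 with an estimated correlation). Of the 17 erythroid markers, none rose and 1 fell in *Crtap*KO and none rose and 1 fell in *oim/oim*, and the rest did not pass (the same adjusted over the list alone; 0 and 3, and 0 and 4, without the libraries labelled *Crtap*KO 4 and *oim/oim* 4). Camera placed the erythroid markers lower in *Crtap*KO (adjusted p = 1.3e-04, and adjusted p = 0.40 with an estimated correlation) and lower in *oim/oim* (adjusted p = 2.3e-06, and adjusted p = 0.32 with an estimated correlation). As list levels against WT, neutrophil markers were lower by 1.226 in *Crtap*KO and by 0.920 in *oim/oim*, and erythroid markers were lower by 0.744 and by 0.745 (exact permutation p = 0.0286 for each). Across the 12 libraries the neutrophil level correlated with that of bone matrix genes at r = -0.882 and with the erythroid level at r = 0.789. Among neutrophil markers, of the 19 calls in *Crtap*KO 12 remained after rescaling without transcripts over 1000 RPKM, while of the 8 calls in *oim/oim* 2 remained after upper-quartile scaling, and 3 after quantile normalization, and 4 after rescaling without transcripts over 1000 RPKM or without WT 3, and 5 after median-ratio scaling or on leaving out either *oim/oim* 2 or the library labelled *oim/oim* 4. Among erythroid markers, of the 1 call in *Crtap*KO none remained without *Crtap*KO 1 and *oim/oim* 1, with a pseudocount of 1, after quantile, upper-quartile or median-ratio scaling or rescaling without transcripts over 1000 RPKM or on leaving out any of WT 3, WT 4, *Crtap*KO 1 and *Crtap*KO 2, while of the 1 call in *oim/oim* none remained without *Crtap*KO 1 and *oim/oim* 1, with a pseudocount of 1, after quantile, upper-quartile or median-ratio scaling or rescaling without transcripts over 1000 RPKM or on leaving out any of WT 3, *oim/oim* 1 and *oim/oim* 2. No call among erythroid markers outlasted the neutrophil marker level, lower in both models, as a covariate.

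**Figure D1:**
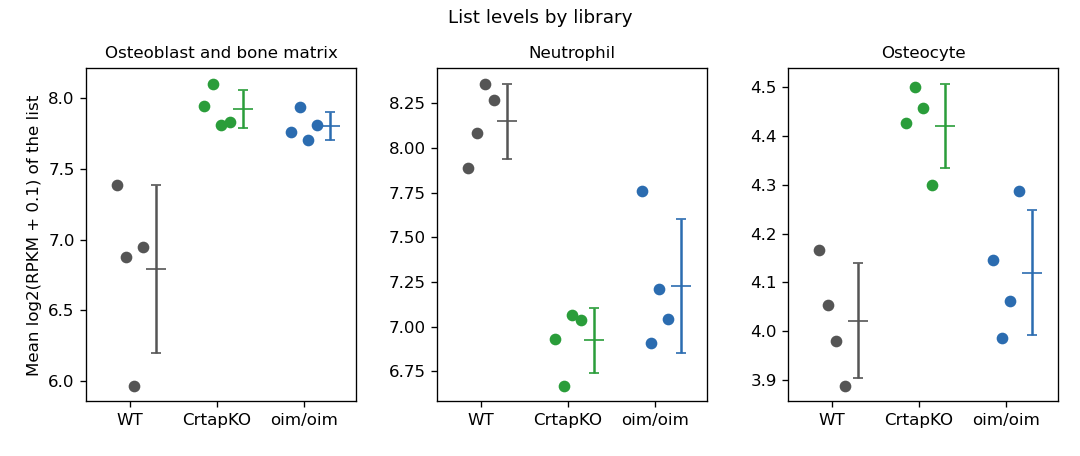
Mean log2 level of the bone matrix genes, the neutrophil markers and the osteocyte markers in each library, n = 4 libraries per genotype; the lines show the group mean and SD.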

Although the hemoglobin and S100 calcium‐binding transcripts were the highest expressed transcripts in the WT group, at several thousand RPKM above the type I collagen transcripts, the relative ranks of these transcripts changed in the *oim/oim* and *Crtap*KO groups (Fig. 1 *B*). These changes likely reflect a dramatic upregulation of bone‐related transcripts in the OI mice.

**Table 1:** Expression of Osteocyte and Nonosteocyte Cell Type–Specific Genes

		Expression level (RPKM)		
Gene	Name	WT	*oim/oim*	*Crtap*KO
Osteocyte				
*Bglap*	Osteocalcin	1871.409	4114.907	5482.492^a^
*Sost*	Sclerostin	202.137	143.201	179.367
*Mepe*	Matrix extracellular phosphoglycoprotein	196.191	125.715	184.221
*Dmp1*	Dentin matrix protein 1	136.297	201.513	292.693^a^
Osteoblast				
*Kera*	Keratocan	0.018	0.013	0.017
Osteoclast				
*Oscar*	Osteoclast‐associated receptor	3.216	2.363	2.548
*Dcstamp*	Dendritic cell‐specific transmembrane protein	2.334	1.885	2.115
*Tnfrsf11a*	RANK	1.563	1.236	1.737
*Calcr*	Calcitonin receptor	0.401	0.227	0.408
Hematopoietic stem cells (HSCs)				
*Atxn1*	Sca‐1	1.682	1.679	1.606
*Kit*	c‐kit	7.703	5.728	4.601
*Slamf1*	CD150	2.952	2.236	2.220
*Flt3*	Flk2, CD135	1.842	2.045	1.357
Endothelial cells				
*Pecam1*	CD31	19.287	15.714	17.931
*Sele*	E‐selectin	2.139	1.775	2.006
*Cdh1*	E‐cadherin	0.899	0.937	0.633
Nerve cells				
*Th*	Tyrosine hydroxylase	0.011	0.010	0.010
*Chat*	Choline acetyltransferase	0.009	0.009	0.008

^a^ Denotes differentially expressed genes, ≥2‐fold change and adjusted *p* value <0.05.

### Differential expression analysis

The criteria for a transcript to be considered differentially expressed were arbitrarily set to a fold change of ≥2 and a *p* value <0.05. Our analysis revealed 855 differentially expressed transcripts in the *Crtap*KO group versus WT and 544 differentially expressed transcripts in the *oim/oim* group versus WT (Fig. 2 *A*, *B*). 

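*BC018473*, a long noncoding transcript (chromosome 11 of GRCm38 from 116752167 to 116759373), rose most in *Crtap*KO among calls with a mean of at least 1 RPKM and no overlap between the groups, with a log2 fold change of 6.51 (standard error 1.12, adjusted p = 0.0018). Next came *H28*, an interferon-induced gene of the *Ifi44* family, at 5.99 (standard error 1.14), the pseudogene *Gm8730* at 4.95 (0.82) and *Gbp1*, an interferon-induced GTPase, at 4.82 (0.85). *Crtap*KO 1 had the highest *H28* and *Gbp1*, and without it they were 5.15 and 3.89. The *Crtap*KO mice are on a mixed background, and the WT and *oim/oim* mice are on C57B6. Strain and mutation are thus not told apart for these rises. *Slc13a5*, a citrate transporter of bone cells, rose by 2.12 and *Gdpd3*, a phosphodiesterase, by 2.77. The largest fall within these limits was that of *Crtap*, at -5.71 (standard error 1.16, adjusted p = 0.0037) with the library labelled *Crtap*KO 4 kept, followed by *Rab6b*, a trafficking GTPase, at -2.56. In *oim/oim*, within the same limits, *Panx3*, a channel protein of osteoblasts, rose most, at 3.08 (standard error 0.43, adjusted p = 0.0013). *Aldh1l2*, a mitochondrial folate enzyme, rose by 2.19, *Wnt4*, a secreted signal, by 1.90 and *Cthrc1*, a matrix protein of bone formation, by 1.84. *Alox15*, a lipoxygenase of myeloid cells, fell the most within these limits (-1.45), with *Rag1*, the recombinase of lymphocytes, at -1.22.

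In all, 611 transcripts were called in *Crtap*KO and 405 in *oim/oim*, of 7114 and 5873 with an unadjusted p below 0.05. Without the libraries labelled *Crtap*KO 4 and *oim/oim* 4, the counts were 714 (578 shared with the 611) and 482 (358 shared with the 405). The lists of the study hold 774 and 507 transcripts tested here, all with the same direction here, and 570 and 368 of them are called. Groups without overlap were found for 34.9% and 24.9% of tested transcripts, and chance gives 2.86%. Of the 35 ways to divide each set of libraries, no other division gave any call for *Crtap*KO against WT, and the next gave 30 for *oim/oim*.

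Without WT 1 there were 871 and 591 calls, without WT 3 there were 400 and 231, and a pseudocount of 1 gave 257 and 153. With the neutrophil marker level as a covariate, limma called 0 and 0 (1448 and 3048 unadjusted), and the median standard error grew from 0.141 to 0.291 and 0.233. The estimates of *Col1a1*, *Sparc*, *Bglap2* and *Mmp2* shrank with this level as a covariate, and shrinkage over all transcripts was not tested. As this level lies apart between the WT libraries and those of either model, the loss of calls under it, here and in the gene groups below, does not tell marrow from genotype.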

The scatter plots show the differentially expressed transcripts highlighted in blue (all other transcripts are gray), and the distance away from the diagonal line indicates the magnitude of the fold change. 

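Of the calls in *Crtap*KO, 309 rose and 302 fell, and of those in *oim/oim* 310 rose and 95 fell, so that rises made up 50.6% and 76.5%. Without the libraries labelled *Crtap*KO 4 and *oim/oim* 4, 343 rose and 371 fell in *Crtap*KO and 359 rose and 123 fell in *oim/oim*. The median log2 fold change of all tested transcripts in *Crtap*KO was -0.153, and the split in *Crtap*KO depends on how libraries are scaled to each other. Median-ratio scaling gave 472 up and 172 down in *Crtap*KO (73.3% up) and 358 and 52 in *oim/oim* (87.3% up). Upper-quartile scaling gave 508 and 152 (77.0% up) and 388 and 41 (90.4% up). Rescaling without transcripts over 1000 RPKM gave 557 and 125 (81.7% up) and 381 and 44 (89.6% up), and quantile normalization 401 and 187 (68.2% up) and 327 and 61 (84.3% up).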

The majority of differentially expressed transcripts were upregulated (494 in *Crtap*KO, 411 in *oim/oim*), and the remainder were downregulated (361 in *Crtap*KO, 133 in *oim/oim*) compared with WT (Fig. 2 *A*, *B*, red and blue arrows).

**Figure 2:**
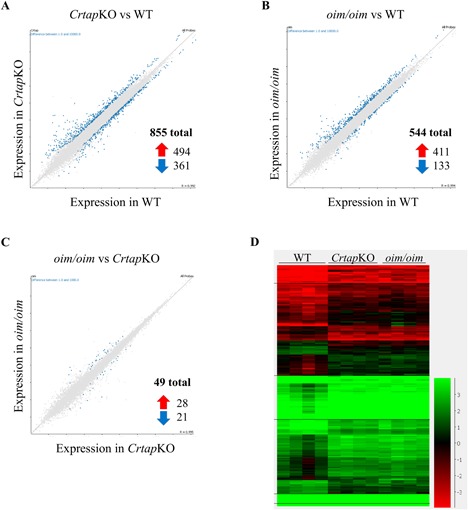
Differential expression analysis comparing osteocyte‐enriched bone in the different genotypes. *Crtap*KO versus WT (*A*), *oim/oim* versus WT (*B*), and *oim/oim* versus *Crtap*KO (*C*) comparisons are visualized in scatter plots of log‐transformed RPKM expression values for every transcript detected in the RNAseq experiment. The *x* axis of each plot shows the average expression in the control group, the *y* axis shows the average in the comparison group, and differentially expressed transcripts are highlighted in blue. The scatter plots were generated in SeqMonk, and annotations were added to indicate which comparison is depicted, axis titles, the total numbers of differentially expressed transcripts, and up‐ and downregulated transcripts (red and blue arrows). In *C*, note that the differentially expressed transcripts are very few and are approximately evenly divided between up‐ and downregulated. (*D*) Expression heatmap of the differentially expressed transcripts shared by both *Crtap*KO and *oim/oim* osteocyte‐enriched bone versus WT. This plot was generated in SeqMonk and annotations were added to indicate the genotypes. The color scale shows RPKM in log‐transformed values, so that negative values (red) indicate low expression, <1 RPKM, values at ∼ 1 RPKM are in black, and higher, >1 RPKM, is in green.

To ascertain differences between the two OI mouse models, an additional differential expression analysis was performed comparing the *oim/oim* group versus the *Crtap*KO group, using the same criteria of fold change ≥2 and *p* value <0.05. This comparison revealed only 49 differentially expressed transcripts (28 upregulated and 21 downregulated, Fig. 2 *C*), suggesting that the osteocyte transcriptome in both models is similarly dysregulated and only small differences exist between the two. 

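Between the OI models, *2510003D18Rik*, an uncharacterized transcript, rose in *oim/oim* over *Crtap*KO with a log2 fold change of 1.32 (standard error 0.17, adjusted p = 0.020). *Fgf21*, a stress hormone induced by ATF4, also rose, at 2.48 (standard error 0.34, adjusted p = 0.032). *AC125170.1*, a processed pseudogene, fell at -3.29 (standard error 0.38, adjusted p = 0.017), the latter pair being low transcripts picked out after the result was seen. These were the 3 calls, of 2087 with an unadjusted p below 0.05, and 2 of them are in the 49 of the study. On the recovered reads limma-voom called 0, and limma with the replicate number as a block also called 0. *Crtap* itself did not pass, at 6.09 (standard error 1.16, adjusted p = 0.16), because of the libraries labelled *Crtap*KO 4 and *oim/oim* 4.

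Without them 185 transcripts were called, 102 up and 83 down (77 up and 99 down after median-ratio scaling), and 43 of the 49 were among them. *Crtap* then led at 8.16 (standard error 0.18), with the falls of *BC018473* (-6.75), *H28* (-6.18), *Gm8730* (-5.09) and *Gbp1* (-4.72) and the rises of *Rab6b* (3.63) and *Panx3* (2.68). The models also differ in background, mixed for *Crtap*KO and C57B6 for *oim/oim*, so strain and mutation are not told apart in these differences. Leaving out one library gave 29 calls without the library labelled *Crtap*KO 4, 173 without the library labelled *oim/oim* 4, and 0 to 2 without any other. Across the 35 divisions of these 8 libraries, the highest count was 61, with *Crtap*KO 1 and *oim/oim* 1 to 3 on one side.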

For the full lists of the differentially expressed transcripts for *oim/oim* versus WT, *Crtap*KO versus WT, and *oim/oim* versus *Crtap*KO, see Supplemental Table S2. An additional differential expression analysis was performed to test for differences between male and female mice (all genotypes pooled together) in this study. There was only one such transcript: *Ccdc3*, coiled‐coil domain containing 3, which was increased 2.01‐fold in males compared with females.

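*Ddx3y*, an RNA helicase gene of the Y chromosome, was higher in mice recorded as male than in those recorded as female, with a log2 fold change of 5.01 (standard error 0.64, adjusted p = 0.016). So were the other Y-linked genes *Eif2s3y*, a translation factor (5.03), *Kdm5d*, a histone demethylase (3.98), and *Uty*, a ubiquitously expressed Y gene (3.42), with adjusted p = 0.0158 for each. These were the 4 calls, of 254 with an unadjusted p below 0.05, for 7 male and 5 female mice with genotypes pooled. *Ccdc3*, a secreted coiled-coil protein, differed by 2.06-fold (standard error 0.18, adjusted p = 0.15) without passing, and *Xist*, the noncoding RNA of the inactive X, had -6.32 (standard error 1.09).

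The library labelled *oim/oim* 4, recorded as male, had the *Xist* level of a female library. Without it there were 9 calls, among them *Xist* at -7.35, its antisense partner *Tsix* at -2.57, the retinoid enzyme *Aldh1a2* at -1.63 and *Ccdc3* at 1.16 (2.24-fold), and without both libraries of the alike pair there were 8. Genotype as a covariate left 4 calls (606 unadjusted), and 0 transcripts were called by limma for a difference of the genotype effect between the sexes (1770 and 2088 unadjusted for *Crtap*KO and *oim/oim*). That 0 says little, as 1 WT mouse is female and the library labelled *oim/oim* 4 counts as male. Other divisions of the mice into groups of the same sizes, which need not balance genotype, gave up to 15 calls. Of the 5 sex-linked control genes, none rose or fell in *Crtap*KO or *oim/oim* (the same adjusted over the list alone; the same without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was -0.34 and -1.03 (exact permutation p = 0.657 and p = 0.286). For the sex-linked control genes, camera gave no call in *Crtap*KO (adjusted p = 0.71, and adjusted p = 0.88 with an estimated correlation) or *oim/oim* (adjusted p = 0.67, and adjusted p = 0.81 with an estimated correlation). In *Crtap*KO the median log2 fold change of the sex-linked control genes was -0.84 and the mean -0.34, while camera ranked them above other transcripts.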

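Of the calls, 211 were common to *Crtap*KO and *oim/oim*. Of these 150 rose in both and 61 fell in both, where independent draws would give 5.97 and 1.79, and none went in opposite directions. Without the libraries labelled *Crtap*KO 4 and *oim/oim* 4, 186 were common, 183 of them in the same direction. Across all tested transcripts the log2 fold changes of both models correlated at r = 0.789 (0.677 without these libraries), with a rank correlation of 0.808, and 82.3% had the same sign.

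Both comparisons use the same 4 WT libraries, which by itself creates likeness. In 100 simulated data sets without any genotype effect, the shared WT group gave 0 common calls, the same sign for a median of 67.6% of transcripts, between 39.1% and 86.1%, and a median r of 0.517, between -0.200 and 0.853, so that the observed share and r lie within these ranges. Its covariance was 0.0248, and 0.156 was observed, which leaves 0.131. With WT mice divided between the comparisons, 79 to 152 calls were common (median 121) and r was between 0.60 and 0.69, or 85 to 122 and 0.51 to 0.60 without the libraries labelled *Crtap*KO 4 and *oim/oim* 4. Of 100 drawn divisions of the libraries that keep the group sizes, the real one among them, none other gave more than 6 common calls, while 6 gave a higher r.

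Without WT 3, 83 of the 211 remained, a pseudocount of 1 gave 81 common calls, and mice recorded as male, the library labelled *oim/oim* 4 with its female *Xist* level among them, gave 537. The neutrophil marker level as a covariate left 0.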

Of the total of 855 and 544 differentially expressed transcripts in *Crtap*KO and *oim/oim* compared with WT, 281 were shared by both mouse models (Supplemental Table S3). Remarkably, all 281 trended together, ie, either upregulated in both *oim/oim* and *Crtap*KO or downregulated in both (Fig. 2 *D*). This observation indicates that the two OI mouse models differ from WT in many of the same ways, including bone‐related genes such as *Col1a1*, *Bglap*, *Sparc*, and others. 

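*Col1a1* rose with a log2 fold change of 1.35 (standard error 0.41, adjusted p = 0.025) in *Crtap*KO and 1.23 (standard error 0.41, adjusted p = 0.047) in *oim/oim*. *Sparc* rose by 1.22 (standard error 0.32) and 1.13 (0.32), and *Bglap2* by 1.60 (0.41) and 1.19 (0.41). *Col1a2* and *Bglap* rose in *Crtap*KO (1.25 and 1.55) and did not pass in *oim/oim*, with 0.89 (standard error 0.36, adjusted p = 0.091) and 1.14 (standard error 0.41, adjusted p = 0.062). *Smpd3*, a sphingomyelinase needed for mineralization, rose by 1.74 and 1.80, and *Ifitm5* by 1.37 and 1.52. *Spp1*, which encodes osteopontin, did not pass, at -0.057 and -0.25.

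Of the 17 osteoblast and bone matrix genes, 12 rose and none fell in *Crtap*KO and 10 rose and none fell in *oim/oim*, and the rest did not pass (12 and 0, and 11 and 0, adjusted over the list alone; 11 and 0, and 9 and 0, without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was 1.13 and 1.01 (exact permutation p = 0.0286 and p = 0.0286). Camera placed the osteoblast and bone matrix genes higher in *Crtap*KO (adjusted p = 3.5e-12, and adjusted p = 0.10 with an estimated correlation) and higher in *oim/oim* (adjusted p = 8.0e-10, and adjusted p = 0.16 with an estimated correlation). Without the filter on low values, *Col1a1*, *Sparc* and *Bglap2* kept their fold changes and lost their calls (adjusted p = 0.54, 0.24 and 0.22 in *Crtap*KO). The neutrophil markers moved the other way in the same libraries. With their level as a covariate, *Col1a1* went from the values above to -0.34 (standard error 0.75, adjusted p = 0.90) in *Crtap*KO and -0.040 (0.60, adjusted p = 0.98) in *oim/oim*. Over the alternatives fixed beforehand its adjusted p was between 0.013 and 0.90 in *Crtap*KO. Among osteoblast and bone matrix genes, of the 12 calls in *Crtap*KO 5 remained without WT 3, and 7 without the filter on low values, while of the 10 calls in *oim/oim* 4 remained without WT 3, and 6 without *oim/oim* 2. The neutrophil marker level, lower in both models, as a covariate ended all of these calls.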

The relationships between the differential expression analyses are depicted using Venn diagrams (Fig. 3). The area of each circle and overlapping region is proportional to the number of transcripts represented by that area. The *Crtap*KO versus WT comparison had a total of 855 differentially expressed transcripts but only shared 281 with *oim/oim* (32.9%, Fig. 3 *A*), indicating that 574 differentially expressed transcripts are unique to *Crtap*KO (67.1%, Fig. 3 *B*). On the other hand, the *oim/oim* versus WT comparison shared 51.7% of differentially expressed transcripts with *Crtap*KO, leaving only 48.3% as unique to *oim/oim* (263 transcripts, Fig. 3 *B*). This suggests that the *Crtap*KO phenotype is more severe than the *oim/oim* phenotype in terms of osteocyte gene expression changes. 

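The 211 common calls were 34.5% of those in *Crtap*KO and 52.1% of those in *oim/oim*. Of the 400 transcripts called only in *Crtap*KO, 159 rose and 241 fell, and 380 had the same sign in *oim/oim*. Of the 194 called only in *oim/oim*, 160 rose and 34 fell, and 193 had the same sign in *Crtap*KO. As the WT libraries are shared, these signs are not independent. The 186 common calls without the libraries labelled *Crtap*KO 4 and *oim/oim* 4 were 26.1% and 38.6%, and 454 of 528 and 279 of 296 transcripts called only in *Crtap*KO and only in *oim/oim*, in turn, had the same sign in the other model.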

From the total of 49 differentially expressed transcripts in *oim/oim* versus *Crtap*KO mice, 25 overlapped with the *Crtap*KO versus WT differential expression results, 8 overlapped with *oim/oim* versus WT, and 2 overlapped with the 281 transcripts shared by *Crtap*KO and *oim/oim* (Fig. 3 *C*). That left only 14 transcripts that were differentially expressed uniquely between *oim/oim* and *Crtap*KO. These observations indicate that the two OI models are much more similar to each other than to WT.

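Of the 3 calls of *oim/oim* against *Crtap*KO, 2 were also called for *Crtap*KO against WT and 1 for *oim/oim* against WT, while 0 were among the common calls and 0 were unique. Without the libraries labelled *Crtap*KO 4 and *oim/oim* 4, of 185 calls 97 were shared with *Crtap*KO against WT, 32 with *oim/oim* against WT and 4 with both, and 52 were unique.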

**Figure 3:**
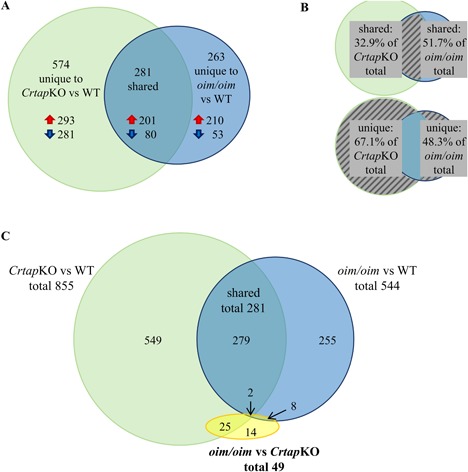
Relationships of differentially expressed transcripts between the genotypes. Area‐proportional Venn diagrams illustrating the differentially expressed transcripts identified in the comparisons *Crtap*KO versus WT (green), *oim/oim* versus WT (blue), and *oim/oim* versus *Crtap*KO (yellow) and the overlaps between them. The numbers of transcripts in each shape or overlap region are noted, and the red and blue arrows indicate the up‐ and downregulated transcripts, respectively. (*B*) These diagrams indicate the percent of differentially expressed transcripts shared by or unique to *Crtap*KO and *oim/oim* versus WT. (*C*) Very few transcripts are differentially expressed between *oim/oim* and *Crtap*KO, as represented by the yellow shape.

### Functional and pathway analysis

Next, we performed functional analysis of the 281 differentially expressed transcripts shared by both *Crtap*KO and *oim/oim*, using both the BiNGO and DAVID bioinformatics tools.^32^, ^33^, ^34^ The BiNGO results identified the gene ontology (GO) terms, which were enriched (present more often than would be likely if by random chance) in the shared differentially expressed transcripts. The enriched GO terms and the relationships between them are illustrated as a network in Fig. 4 and Supplemental Fig. S3. The GO terms are organized into clusters of related terms, for example, the largest and densest cluster was related to development and differentiation and included GO terms such as “bone development,” “ossification,” and “skin development” (Fig. 4). Additionally, there were clusters related to chemotaxis, regulatory processes, and a cluster of signaling terms including WNT and integrin signaling. Finally, there was a cluster related to ECM and collagen fibril organization (Fig. 4). Collectively, these results provide insights into the functional changes of osteocytes in the OI mice.

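*Npnt*, a matrix ligand of integrins, rose with a log2 fold change of 1.66 (standard error 0.26, adjusted p = 0.0012) in *Crtap*KO and 1.74 (standard error 0.26, adjusted p = 0.0015) in *oim/oim*. *Col15a1*, a basement membrane collagen, rose by 1.69 and 1.66, and *Col13a1*, a transmembrane collagen, by 1.21 and 1.28. *Cgref1*, a secreted calcium-binding protein, rose by 1.02 and 1.76, and *Mmp16*, a membrane-bound metalloproteinase, by 1.09 and 1.24. *Bcan*, a brain proteoglycan, was called higher in *oim/oim* (0.93 and 1.85), and *Lama1*, a laminin chain, in *Crtap*KO (1.30 and 0.97). *Vit*, a matrix protein that binds glycosaminoglycan, rose by 1.10 and 1.02. *Kcnn1* and *Kcnh2*, potassium channels, rose by 1.16 and 1.46 and by 1.02 and 1.59. *Cd300lf*, an inhibitory receptor of myeloid cells, fell by 1.16 and 1.01.

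Of the 19 cell adhesion genes of Table 2, 10 rose and 3 fell in *Crtap*KO and 12 rose and 3 fell in *oim/oim*, and the rest did not pass (10 and 3, and 12 and 4, adjusted over the list alone; 9 and 4, and 12 and 3, without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was 0.61 and 0.78 (exact permutation p = 0.0286 and p = 0.0286). Camera placed the cell adhesion genes of Table 2 higher in *Crtap*KO (adjusted p = 4.5e-06, and adjusted p = 0.077 with an estimated correlation) and higher in *oim/oim* (adjusted p = 3.9e-06, and adjusted p = 0.10 with an estimated correlation). Of the 4 tested potassium transport genes of Table 2, 2 rose and 1 fell in *Crtap*KO and 2 rose and none fell in *oim/oim*, and the rest did not pass (the same adjusted over the list alone; the same without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was 0.47 and 0.74 (exact permutation p = 0.0286 and p = 0.0286). Camera placed the tested potassium transport genes of Table 2 higher in *Crtap*KO (adjusted p = 0.036, and adjusted p = 0.11 with an estimated correlation) and higher in *oim/oim* (adjusted p = 0.024, and adjusted p = 0.12 with an estimated correlation). Of the 11 other genes of Table 2, 7 rose and 1 fell in *Crtap*KO and 8 rose and 1 fell in *oim/oim*, and the rest did not pass (the same adjusted over the list alone; 7 and 1, and 6 and 0, without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was 0.90 and 0.99 (exact permutation p = 0.0286 and p = 0.0286). Camera placed the other genes of Table 2 higher in *Crtap*KO (adjusted p = 3.2e-06, and adjusted p = 0.068 with an estimated correlation) and higher in *oim/oim* (adjusted p = 5.2e-06, and adjusted p = 0.10 with an estimated correlation). These lists were drawn from the calls on the same mice and are not independent of them, and *Csf3r*, *Itgam* and *Itgb2l* among the adhesion genes are made by neutrophils. The other genes of Table 2 are those of its remaining terms. Among them *Ihh*, *Lox*, *Serpinh1*, *Vit*, *Sfrp2* and *Frzb* also belong to other lists from Table 2, so their calls are counted more than once. Among potassium transport genes, of the 3 calls in *Crtap*KO none remained with a pseudocount of 1 or without WT 3, while of the 2 calls in *oim/oim* none remained with a pseudocount of 1. Among the other genes of Table 2, of the 8 calls in *Crtap*KO 2 remained without WT 3, while of the 9 calls in *oim/oim* 3 remained without WT 3, and 4 with a pseudocount of 1. Among cell adhesion genes, of the 13 calls in *Crtap*KO 7 remained without WT 3, while of the 15 calls in *oim/oim* 9 remained without WT 3. With the neutrophil marker level, lower in both models, as a covariate, none remained.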

**Figure 4:**
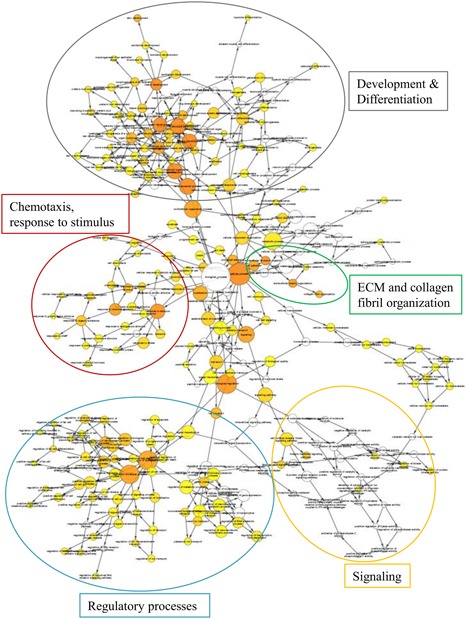
GO terms enriched in the differentially expressed transcripts shared by *oim/oim* and *Crtap*KO groups. This graphic was generated in the BiNGO plugin in CytoScape software, and annotations were added to indicate the clusters of related terms. The nodes each represent a GO term, the size of the node represents the number of transcripts associated with that term, and the color of the node indicates the *p* value (yellow is less significant, orange is more significant). Nodes that are white, or colorless, are not enriched; these are included because they have daughter nodes that are enriched. There are arrows connecting each related node, pointing toward the node that is lower in the hierarchy (look at the pdf version of this image provided in Supplemental Fig. S3, where each node can be more easily visualized).

Table 2 lists several other enriched GO terms and the genes from the shared differentially expressed transcript list. The “collagen fibril organization node” is associated with genes like *Adamts14* (a disintegrin and metalloproteinase with thrombospondin repeats 14, ADAMTS14), which is known to cleave collagen;^40^ *Lox* (lysyl oxidase, LOX), which is involved in cross‐linking collagen;^41^ *Serpinh1* (serpin family H member 1, encoding heat shock protein 47, HSP47), which functions as a chaperone for collagen in the ER^42^ and when mutated can cause OI;^43^ and *Col5a1* and *Col5a2* encoding the two α chains of type V collagen, which is important for collagen fibril formation (Table 2).^44^ 

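*Adamts14*, which cleaves procollagen, rose with a log2 fold change of 1.16 (standard error 0.19, adjusted p = 0.0015) in *Crtap*KO and 1.08 (standard error 0.19, adjusted p = 0.0025) in *oim/oim*. *Lox*, which cross-links collagen, rose by 1.14 (standard error 0.24) and 1.31 (0.24), and *Serpinh1*, the collagen chaperone HSP47, by 1.11 (0.22) and 1.48 (0.22). The minor fibrillar chains *Col5a1* and *Col5a2*, which set fibril diameter, rose by 1.10 and 1.32 and by 1.39 and 1.16. Of the 5 collagen fibril genes of Table 2, 5 rose and none fell in *Crtap*KO and 5 rose and none fell in *oim/oim* (the same adjusted over the list alone; the same without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was 1.18 and 1.27 (exact permutation p = 0.0286 and p = 0.0286). Camera placed the collagen fibril genes of Table 2 higher in *Crtap*KO (adjusted p = 1.3e-05, and adjusted p = 0.13 with an estimated correlation) and higher in *oim/oim* (adjusted p = 1.7e-05, and adjusted p = 0.16 with an estimated correlation). The list was chosen from calls on these mice and adds no separate evidence. Among the collagen fibril genes, of the 5 calls in *Crtap*KO 1 remained without WT 3, while of the 5 calls in *oim/oim* 3 remained on leaving out either WT 3 or *oim/oim* 2. None remained with the neutrophil marker level, lower in both models, as a covariate.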

Some genes are associated with more than one term, such as *Ihh* (indian hedgehog, a signaling molecule) in “extracellular matrix assembly” and “osteoblast differentiation” and *Ibsp*, *Itgb2l*, *Itgam*, and *Adam23* in the terms “cell adhesion” and “integrin‐mediated signaling pathway.” 

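Among collagen-modifying enzymes, *P4ha2*, a prolyl 4-hydroxylase subunit, rose with a log2 fold change of 1.22 (standard error 0.17, adjusted p = 9.2e-04) in *Crtap*KO and 1.20 (standard error 0.17, adjusted p = 0.0014) in *oim/oim*, and *Loxl4*, a lysyl oxidase, by 1.00 and 1.20. *Lepre1*, which forms the prolyl 3-hydroxylation complex with cartilage-associated protein, rose by 1.06 and 1.34. *Fkbp10*, a chaperone of procollagen, rose by 1.03 and 1.39, and *Creb3l1*, a transcription factor that drives collagen synthesis in osteoblasts, by 1.69 and 1.76. *Plod2*, which hydroxylates telopeptide lysines, rose in *Crtap*KO (1.55) and had 0.89 in *oim/oim*. *Ppib*, the cyclophilin of the 3-hydroxylation complex, did not pass (0.0081 and 0.37). Of the other oxidation and reduction genes, *Cdo1*, a cysteine dioxygenase, rose by 1.90 and 1.45 and *Me1*, malic enzyme, by 1.39 and 1.73, and *Dhrs9*, a retinol dehydrogenase of myeloid cells, fell by 1.16 and 1.10.

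Of the 31 genes of collagen modification and secretion, 11 rose and 1 fell in *Crtap*KO and 11 rose and none fell in *oim/oim*, and the rest did not pass (the same adjusted over the list alone; 10 and 1, and 12 and 0, without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was 0.49 and 0.73 (exact permutation p = 0.0286 and p = 0.0286). Camera placed the genes of collagen modification and secretion higher in *Crtap*KO (adjusted p = 3.5e-12, and adjusted p = 0.077 with an estimated correlation) and higher in *oim/oim* (adjusted p = 3.2e-13, and adjusted p = 0.10 with an estimated correlation). The one fall in *Crtap*KO was *Crtap*, in which the library labelled *Crtap*KO 4 goes against its label. Of the 17 oxidation and reduction genes of Table 2, 12 rose and 1 fell in *Crtap*KO and 15 rose and 1 fell in *oim/oim*, and the rest did not pass (13 and 1, and 15 and 1, adjusted over the list alone; 12 and 1, and 15 and 1, without the libraries labelled *Crtap*KO 4 and *oim/oim* 4, with 12 of the 13 calls in *Crtap*KO among them), and the mean level minus that of WT was 0.99 and 1.18 (exact permutation p = 0.0286 and p = 0.0286). Camera placed the oxidation and reduction genes of Table 2 higher in *Crtap*KO (adjusted p = 9.2e-10, and adjusted p = 0.077 with an estimated correlation) and higher in *oim/oim* (adjusted p = 2.5e-10, and adjusted p = 0.10 with an estimated correlation). Being drawn from the calls of the study, the latter do not test them anew. Among oxidation and reduction genes, of the 13 calls in *Crtap*KO 7 remained with a pseudocount of 1, and 8 without WT 3, while of the 16 calls in *oim/oim* 9 remained with a pseudocount of 1, and 10 among transcripts of mean RPKM 1 or more. Among collagen modification genes, of the 12 calls in *Crtap*KO 5 remained without WT 3, while of the 11 calls in *oim/oim* 5 remained without WT 3. No call among collagen modification genes outlasted the neutrophil marker level, lower in both models, as a covariate.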

The GO term “oxidation reduction” includes four enzymes that act on collagen (*Lepre1* or P3H1, *P4ha2*, a prolyl‐4 hydroxylase subunit, and the lysyl oxidases *Lox* and *Loxl4*; Table 2).

**Table 2:** Selected Results From BiNGO Analysis of the Shared Differentially Expressed Transcripts in *oim/oim* and *Crtap*KO Versus WT

GO term	*p* Value	Associated genes
Collagen fibril organization	0.000042	*Adamts14, Lox, Col5a2, Serpinh1, Col5a1*
Extracellular matrix assembly	0.007239	*Lox, Ihh*
Collagen metabolic process	0.014645	*Mmp16, Mmp2, Serpinh1*
Osteoblast differentiation	0.048659	*Fgf9, Col1a1, Ihh*
Osteoclast differentiation	0.037989	*Cd300lf, Vit*
Cell adhesion	0.000013	*Ibsp, Nrp2, Hapln1, Col13a1, Adam23, Pdpn, Npnt, Col15a1, Bcan, Cdh2, Col5a1, Itgam, Lama1, Wisp2, Itgb2l, Cgref1, Podxl2, Csf3r, Ihh*
Oxidation reduction	0.000795	*Cyp2u1, Me1, Cyb5r2, Dhrs9, Aldh1l2, Cdo1, Pycr1, Cyp27b1, Lepre1, Tecrl, P4ha2, Aox1, Cybrd1, Loxl4, Lox, Steap1, G6pd2*
Wnt receptor signaling pathway	0.000750	*Fzd9, Wnt1, Wnt4, Nkd2, Sfrp2, Frzb, Apcdd1, Vit*
Integrin‐mediated signaling pathway	0.000747	*Ibsp, Itgb2l, Adamts14, Adam23, Pram1, Itgam*
Negative regulation of Wnt receptor signaling pathway	0.037481	*Fgf9, Sfrp2, Frzb*
Potassium ion transport	0.020904	*Slc12a8, Kcnn1, Scn3a, Kcna1, Kcnh7, Kcnh2*

The color in the *p* value column represents significance, with darker orange meaning more significant *p* values.

The 281 shared differentially expressed transcripts were also analyzed using the DAVID bioinformatics online tools, producing a list of GO terms and KEGG (Kyoto Encyclopedia of Genes and Genomes) Pathways, which were enriched in the shared transcripts. These were arranged into clusters of related terms (the top 6 are reported in Table 3). Three of these clusters were related to the ECM: cluster 1 on ECM components, cluster 2 on ECM organization, and cluster 5 on ECM component interactions with cells and tissues. Some of the results are the same or similar to the BiNGO analysis, such as “osteoblast differentiation,” the many terms related to ECM organization/assembly, “focal adhesion” and “cell adhesion,” and a cluster related to chemotaxis (cluster 4, Table 3). A unique result in the DAVID results was a cluster related to pattern binding, including glycosaminoglycan, carbohydrate, polysaccharide, and heparin binding (cluster 3, Table 3), which may possibly reflect protein interactions in the ECM.

**Table 3:** The Top Functional Annotation Clusters From DAVID Analysis of the Shared Differentially Expressed Transcripts

Annotation Cluster 1	Enrichment Score: 8.001214
GO:0005578∼proteinaceous extracellular matrix	
GO:0031012∼extracellular matrix	
GO:0005576∼extracellular region	
GO:0044421∼extracellular region part	
Annotation Cluster 2	Enrichment Score: 3.995772
GO:0030198∼extracellular matrix organization	
GO:0030199∼collagen fibril organization	
GO:0043062∼extracellular structure organization	
Annotation Cluster 3	Enrichment Score: 3.326833
GO:0005539∼glycosaminoglycan binding	
GO:0030246∼carbohydrate binding	
GO:0001871∼pattern binding	
GO:0030247∼polysaccharide binding	
GO:0008201∼heparin binding	
Annotation Cluster 4	Enrichment Score: 2.663336
GO:0006935∼chemotaxis	
GO:0042330∼taxis	
GO:0007610∼behavior	
GO:0019955∼cytokine binding	
GO:0007626∼locomotory behavior	
GO:0008528∼peptide receptor activity, G‐protein coupled	
GO:0001653∼peptide receptor activity	
Annotation Cluster 5	Enrichment Score: 2.357344
GO:0044420∼extracellular matrix part	
GO:0005201∼extracellular matrix structural constituent	
GO:0043588∼skin development	
GO:0005581∼collagen	
mmu04512:ECM‐receptor interaction	
mmu04510:Focal adhesion	
GO:0008544∼epidermis development	
GO:0007398∼ectoderm development	
GO:0005198∼structural molecule activity	
Annotation Cluster 6	Enrichment Score: 2.054188
GO:0001503∼ossification	
GO:0001501∼skeletal system development	
GO:0060348∼bone development	
GO:0001649∼osteoblast differentiation	

The accession numbers are included; mmu indicates a KEGG pathway.

Another interesting result from the DAVID analysis was an annotation cluster (not in the top 6) related to cell projections, including the GO terms “axon,” “cell projection,” and “neuron projection.” This could likely relate to osteocyte cell projections instead of neuronal projections and might indicate that the formation or connectivity of the osteocyte network is affected in OI. 

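*Pdpn*, the early osteocyte protein E11, rose with a log2 fold change of 1.27 (standard error 0.27, adjusted p = 0.0045) in *Crtap*KO and 1.05 (standard error 0.27, adjusted p = 0.015) in *oim/oim*. *Cdh2*, N-cadherin of osteoblast junctions, rose by 1.19 and 1.22, *Trpv4*, a calcium channel opened by mechanical load, by 1.26 and 1.19, and *Pdgfa*, a growth factor, by 1.09 and 1.20. *Tubb3*, a tubulin of neurites, rose by 1.33 and 2.01, and *Cybrd1*, a ferric reductase of the plasma membrane, by 1.07 and 1.66. *Robo2*, a guidance receptor, rose by 1.34 and 1.04, and *Met*, the hepatocyte growth factor receptor, fell by 1.44 and 1.00, whereas Table 4 gives these 2 genes with the opposite signs.

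Of the 11 cell projection genes of Table 4, 8 rose and 1 fell in *Crtap*KO and 9 rose and 1 fell in *oim/oim*, and the rest did not pass (the same adjusted over the list alone; 8 and 1, and 8 and 0, without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was 0.88 and 1.03 (exact permutation p = 0.0286 and p = 0.0286). Camera placed the cell projection genes of Table 4 higher in *Crtap*KO (adjusted p = 9.8e-08, and adjusted p = 0.096 with an estimated correlation) and higher in *oim/oim* (adjusted p = 6.5e-08, and adjusted p = 0.12 with an estimated correlation). These genes were picked from the calls of the study, so their count does not bear on it independently. Among the cell projection genes, of the 9 calls in *Crtap*KO 3 remained without WT 3, and 4 with a pseudocount of 1, while of the 10 calls in *oim/oim* 5 remained with a pseudocount of 1, and 6 on leaving out either WT 3 or *oim/oim* 2. The neutrophil marker level, lower in both models, as a covariate ended all of these calls.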

A closer look at the individual genes associated with this cluster revealed several genes thought to play a role during the osteoblast to osteocyte transition, or whose expression was shown to change during the transition (Table 4). Notably, *Pdpn* (podoplanin, also known as E11) may regulate osteocyte morphology and the number of osteocyte projections.^45^ Also remarkable is the fact that almost all of these genes encode plasma membrane proteins, with the exception of PDGFA, which is a secreted signaling factor;^46^ TUBB3, which is a microtubule subunit;^47^ and ERMN (also known as juxtanodin), which binds to the actin cytoskeleton.^48^

**Table 4:** Differentially Expressed Genes Shared by *oim/oim* and *Crtap*KO That Are Associated With the GO Terms Axon, Cell Projection, and Neuron Projection

Gene (ref.)	Name	Fold change in *oim/oim*, *Crtap*KO	Role/function in osteocytes?
*Nrp2* 65, 66	Neuropilin 2	2.06, 2.08	May be decreased in OB‐to‐OT transition
*Cdh2* 67	Cadherin 2	2.34, 2.30	Downregulated during OB‐to‐OT transition
*Pdpn* 68	Podoplanin	2.10, 2.46	Regulates morphology in OB‐to‐OT transition
*Cybrd1* 69	Cytochrome b reductase 1	3.37, 2.21	Unknown
*Trpv4* 70	Transient receptor potential cation channel, subfamily V, member 4	2.34, 2.45	Mechanosensation, also may regulate sclerostin
*Robo2* 71	Roundabout homolog 2	−2.22, −2.77	Unknown
*Met* 72	Met proto‐oncogene	2.14, 3.06	May drive formation of osteosarcoma
*Pdgfa* 73	Platelet‐derived growth factor alpha	2.32, 2.15	Unknown, may be decreased in OB‐to‐OT transition
*Tubb3* 73	Tubulin, beta 3 class III	4.29, 2.64	May be decreased in OB‐to‐OT transition
*Fzd9* 74	Frizzled homolog 9	2.91, 2.18	Presumably as WNT receptor
*Ermn* 48	Ermin, ERM‐like protein	2.31, 2.20	Unknown

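*Nrp2*, a semaphorin receptor, had 21.8 ± 5.41 RPKM in WT, 45.1 ± 8.97 in *Crtap*KO and 44.7 ± 8.55 in *oim/oim* (SD, n = 4 each), and rose with a log2 fold change of 1.06 (standard error 0.19, adjusted p = 0.0023) in *Crtap*KO and 1.04 (standard error 0.19, adjusted p = 0.0033) in *oim/oim*. *Ermn*, a cytoskeletal protein of myelinating cells, had 0.0648 ± 0.0214 RPKM in WT, 0.143 ± 0.0470 in *Crtap*KO and 0.147 ± 0.0385 in *oim/oim* (SD, n = 4 each). It did not pass, at 0.55 (standard error 0.19, adjusted p = 0.045) in *Crtap*KO and 0.58 (standard error 0.19, adjusted p = 0.045) in *oim/oim*, since fold changes this close to zero reads depend on the pseudocount. With a pseudocount of 0.01 they were 1.02 and 1.08.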

The genes are in order of their expression level in the WT group, from the highest, *Nrp2*, at 21.35 RPKM to the lowest, *Ermn*, at 0.062 RPKM, which is practically not expressed.

### Signaling pathways affected

We had hypothesized at the inception of this work that dysregulated signaling pathways in osteocytes may lead to changes in bone homeostasis. To test this hypothesis, we used the transcription factor activity enrichment tool from the online WebGestalt bioinformatics toolset to seek evidence for transcription factor activity in the list of differentially expressed transcripts shared by *oim/oim* and *Crtap*KO. Transcription factors with target genes enriched in the shared transcripts are reported in Table 5 along with the signaling pathway(s) associated with that factor, which were identified by a literature search. WNT signaling was confirmed for three of the results, reinforcing the BiNGO and DAVID analyses. Other potentially affected pathways not suggested by the previous analyses included Hippo, NF‐κB, growth factor, stress, insulin, and hypoxia signaling.

**Table 5:** Select Results of the Transcription Factor Activity Analysis

Transcription factor	*p* Value	Potentially related signaling pathway(s)
Lef1	1.22E‐09	WNT
Lef1	2.19E‐09	WNT
Tcf3	1.44E‐07	WNT
Tef1	6.94E‐07	Hippo
Sp1	1.50E‐06	NF‐κB
Mef2a	1.50E‐06	Growth factors or stress
Foxo4	1.69E‐06	Insulin or hypoxia

Some of the signaling pathways identified by the BiNGO and DAVID analyses were further analyzed. Table 6 shows the expression of genes associated with the GO term integrin‐mediated signaling pathway, which was enriched in the shared differentially expressed genes according to the BiNGO analysis. 

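*Itgam*, the CD11b chain of the integrin of neutrophils and macrophages, fell with a log2 fold change of -1.44 (standard error 0.15, adjusted p = 3.8e-04) in *Crtap*KO and -1.10 (standard error 0.15, adjusted p = 0.0013) in *oim/oim*. *Itgb2l*, an integrin beta chain of neutrophils on chromosome 16 of GRCm38 from 96422288 to 96443619, fell by 1.75 (standard error 0.24) and 1.06 (0.24). *Pram1*, an adaptor of neutrophil adhesion, fell by 1.07 and 1.15. *Ibsp*, bone sialoprotein that binds integrins, rose by 1.27 and 1.17, while *Adam23*, an integrin-binding disintegrin, had 0.66 (standard error 0.22, adjusted p = 0.037) in *Crtap*KO and rose by 1.25 in *oim/oim* from 0.104 ± 0.0219 RPKM in WT (SD, n = 4). The genes that fell are those of neutrophils, with *Itgam* also of macrophages. Of the 24 neutrophil markers, 19 were called lower in *Crtap*KO and 8 in *oim/oim*.

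Of the 6 integrin signaling genes of Table 6, 2 rose and 3 fell in *Crtap*KO and 3 rose and 3 fell in *oim/oim*, and the rest did not pass (the same adjusted over the list alone; 2 and 3, and 3 and 2, without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was -0.20 and 0.033 (exact permutation p = 0.0286 and p = 0.686). In camera the integrin signaling genes of Table 6 were not called in *Crtap*KO (adjusted p = 0.81, and adjusted p = 0.88 with an estimated correlation) or *oim/oim* (adjusted p = 0.79, and adjusted p = 0.83 with an estimated correlation). In *Crtap*KO the median log2 fold change of the integrin signaling genes of Table 6 was -0.21 and the mean -0.20, while camera ranked them above other transcripts. The list comes from the calls on these mice and is no separate test. Among the integrin signaling genes, of the 5 calls in *Crtap*KO 3 remained without WT 3, while of the 6 calls in *oim/oim* 3 remained without WT 3. As a covariate, the neutrophil marker level, lower in both models, ended each call.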

There were two integrin genes, *Itgam* and *Itgb2l*, both of which were downregulated, and two metalloproteinases, *Adamts14* and *Adam23*, which were upregulated (Table 6). The last two were the upregulated *Ibsp* and downregulated *Pram1*, which encode integrin‐binding sialoprotein and PML‐RARA regulated adaptor molecule 1, respectively (Table 6).

**Table 6:** Genes Related to Integrin‐Mediated Signaling Pathway in the Differentially Expressed Transcripts Shared by *oim/oim* and *Crtap*KO

	Expression (RPKM)			Fold change versus WT	
Gene	WT	*oim/oim*	*CrtapKO*	*oim/oim*	*CrtapKO*
*Itgam*	59.924	27.859	21.747	−2.2	−2.7
*Itgb2l*	50.305	24.078	15.776	−2.1	−3.4
*Adamts14*	4.337	8.983	9.749	2.1	2.3
*Adam23*	0.104	0.400	0.227	3.7	2.2
*Ibsp*	221.734	474.273	510.286	2.3	2.4
*Pram1*	38.375	17.222	17.932	−2.2	−2.1

Another of the affected pathway was WNT signaling, indicated in Table 2 by the “Wnt receptor signaling pathway” GO term. The genes associated with that GO term included both WNT ligands and inhibitors, making further investigation of this pathway necessary. 

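No WNT-related gene fell by the criteria used here. Among tested ligands, receptors, inhibitors and targets, the lowest values were those of *Sfrp4*, a secreted frizzled-related protein, at -0.65 (standard error 0.22, adjusted p = 0.040) in *Crtap*KO and -0.51 in *oim/oim*, of *Lgr5*, a receptor of R-spondins, at -0.20 and -0.64, and of *Wnt10a*, a canonical ligand, at -0.33 and -0.63. Of the 10 tested WNT ligands, 2 rose and none fell in *Crtap*KO and 2 rose and none fell in *oim/oim*, and the rest did not pass (the same adjusted over the list alone; 2 and 0, and 2 and 0, without the libraries labelled *Crtap*KO 4 and *oim/oim* 4, with 1 of the 2 calls in *oim/oim* among them), and the mean level minus that of WT was 0.60 and 0.59 (exact permutation p = 0.0286 and p = 0.0286). Camera placed the tested WNT ligands higher in *Crtap*KO (adjusted p = 7.2e-05, and adjusted p = 0.058 with an estimated correlation) and higher in *oim/oim* (adjusted p = 0.0013, and adjusted p = 0.10 with an estimated correlation). Of the 8 Wnt receptor signaling genes of Table 2, 6 rose and none fell in *Crtap*KO and 8 rose and none fell in *oim/oim*, and the rest did not pass (the same adjusted over the list alone; 6 and 0, and 6 and 0, without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was 1.34 and 1.37 (exact permutation p = 0.0286 and p = 0.0286). Camera placed the Wnt receptor signaling genes of Table 2 higher in *Crtap*KO (adjusted p = 3.2e-07, and adjusted p = 0.063 with an estimated correlation) and higher in *oim/oim* (adjusted p = 8.3e-07, and adjusted p = 0.10 with an estimated correlation). The latter were taken from calls on the same mice. Among the Wnt receptor signaling genes, of the 6 calls in *Crtap*KO 3 remained with a pseudocount of 1, while of the 8 calls in *oim/oim* 3 remained with a pseudocount of 1, and 5 on leaving out either WT 3 or *oim/oim* 3. All of these calls ended with the neutrophil marker level, lower in both models, as a covariate.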

A search of WNT‐related genes in all the RNA‐Seq data did not produce any downregulated genes. Interestingly, osteocytes expressed several WNT ligands besides WNT1, and highest levels were detected for *Wnt5b* and *Wnt10b* (Fig. 5 *A*). 

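*Wnt5b*, a ligand of the noncanonical pathway, had 5.51 ± 0.868 RPKM in WT, 7.22 ± 0.677 in *Crtap*KO and 7.52 ± 0.462 in *oim/oim* (SD, n = 4 each), and *Wnt10b*, a canonical ligand that favors bone formation, 3.87 ± 1.22 RPKM in WT, 5.79 ± 1.01 in *Crtap*KO and 6.66 ± 0.931 in *oim/oim* (SD, n = 4 each). *Wnt4*, the next in WT, had 2.48 ± 1.70 RPKM in WT, 5.34 ± 1.72 in *Crtap*KO and 8.38 ± 1.10 in *oim/oim* (SD, n = 4 each). *Wnt5a*, another noncanonical ligand, had 0.789 ± 0.0368 RPKM in WT and *Wnt1*, mutated in recessive OI, 0.534 ± 0.302 RPKM in WT, 1.83 ± 0.851 in *Crtap*KO and 1.27 ± 0.421 in *oim/oim* (SD, n = 4 each).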

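*Wnt1* (chromosome 15 of GRCm38 from 98789857 to 98793837) rose with a log2 fold change of 1.64 (standard error 0.38, adjusted p = 0.0067) in *Crtap*KO and 1.18 (standard error 0.38, adjusted p = 0.039) in *oim/oim*. *Wnt4* (chromosome 4 of GRCm38 from 137277489 to 137299726), which promotes bone formation by noncanonical signaling, rose by 1.21 (standard error 0.32, adjusted p = 0.013) in *Crtap*KO and by the value given above in *oim/oim*. *Wnt11*, a noncanonical ligand, did not pass in either model, at 0.75 (standard error 0.27, adjusted p = 0.047) and 0.99 (standard error 0.27, adjusted p = 0.019), while the study calls it in *oim/oim*. *Wnt5b* (0.39 and 0.45), *Wnt10b* (0.60 and 0.80) and *Wnt5a* (0.75 and 0.91) did not pass. Among WNT ligands, of the 2 calls in *Crtap*KO none remained with a pseudocount of 1, while of the 2 calls in *oim/oim* 1 remained without the filter on low values, in mice recorded as male, without *Crtap*KO 1 and *oim/oim* 1, with a pseudocount of 1, with the replicate number as a block or on leaving out any of WT 1, WT 2, the library labelled *Crtap*KO 4, *oim/oim* 1, *oim/oim* 3 and the library labelled *oim/oim* 4. With the neutrophil marker level, lower in both models, as a covariate, none remained.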

There were three WNT ligands (*Wnt1*, *Wnt4*, and *Wnt11*) upregulated >2‐fold versus WT (Fig. 5 *B*), although *Wnt11* was not identified as differentially expressed in *Crtap*KO because the *p* value was >0.05. This may be due to the low expression level of *Wnt11* (0.158 RPKM WT, 0.433 RPKM *oim/oim*, and 0.352 RPKM *Crtap*KO). 

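*Wnt11* had 0.190 ± 0.139 RPKM in WT, 0.358 ± 0.0801 in *Crtap*KO and 0.440 ± 0.0915 in *oim/oim* (SD, n = 4 each), and by geometric means 0.158 RPKM, 0.352 RPKM, 0.433 RPKM in the same order. In an *oim/oim* library it ranged from 0.356 to 0.549 RPKM, and in a WT library from 0.0784 to 0.391 RPKM.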

Of note, the two highest‐expressed WNT transcripts in the WT group, *Wnt5b* and *Wnt10b*, were not differentially expressed in the OI models. As shown in Fig. 5 *B*, one WNT receptor was upregulated, Frizzled 9 (*Fzd9*). 

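*Fzd9*, a frizzled receptor of osteoblasts, rose in *oim/oim* with a log2 fold change of 1.32 (standard error 0.29, adjusted p = 0.0072) and did not pass in *Crtap*KO, at 0.94 (standard error 0.29, adjusted p = 0.026). *Lgr6*, a receptor of R-spondins, rose in *Crtap*KO (1.02) and had 0.83 in *oim/oim*. The co-receptors *Lrp5*, which sets bone mass, and *Lrp6* did not pass, at 0.62 and 0.23 and at 0.17 and 0.16. Of the 17 tested WNT receptors, 1 rose and none fell in *Crtap*KO and 1 rose and none fell in *oim/oim*, and the rest did not pass (the same adjusted over the list alone; the same without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was 0.40 and 0.31 (exact permutation p = 0.0286 and p = 0.0571). Camera placed the tested WNT receptors higher in *Crtap*KO (adjusted p = 5.9e-06, and adjusted p = 0.077 with an estimated correlation) and higher in *oim/oim* (adjusted p = 0.0012, and adjusted p = 0.16 with an estimated correlation). Among WNT receptors, of the 1 call in *Crtap*KO none remained with a pseudocount of 1 or on leaving out either WT 2 or WT 3, while of the 1 call in *oim/oim* none remained with a pseudocount of 1 or among transcripts of mean RPKM 1 or more. None remained with the neutrophil marker level, lower in both models, as a covariate.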

There were also several WNT inhibitors (*Sfrp2*, *Nkd2*, and *Frzb*), which were upregulated in both OI groups, and *Sfrp1* and *Nkd1*, which were upregulated only in *oim/oim* (Fig. 5 *B*). Additionally, there was one transcription factor that works downstream of WNT signaling that was upregulated in *oim/oim*, *Tcf7* (Fig. 5 *B*). 

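*Frzb*, a secreted WNT antagonist, rose with a log2 fold change of 1.48 (standard error 0.31, adjusted p = 0.0041) in *Crtap*KO and 1.13 (standard error 0.31, adjusted p = 0.019) in *oim/oim*. *Nkd2*, an intracellular inhibitor of dishevelled, rose by 1.64 and 1.42, *Apcdd1*, a membrane-bound inhibitor, by 1.73 and 1.52, and *Notum*, an enzyme that removes the lipid of WNT proteins, by 1.39 and 1.77. *Sfrp1*, a secreted antagonist, and *Dkk3*, a dickkopf-related protein, were called higher in *oim/oim* (0.35 and 1.12, and 0.40 and 1.53). *Sfrp2*, of the same family, rose in *oim/oim* (1.50) and had 0.98 (standard error 0.42, adjusted p = 0.088) in *Crtap*KO, while the study lists it in both. *Nkd1* did not pass in either (0.43 and 0.89). *Dkk1*, an antagonist made by osteocytes, did not pass either (0.16 and -0.28). Of the 16 tested WNT inhibitors, 4 rose and none fell in *Crtap*KO and 7 rose and none fell in *oim/oim*, and the rest did not pass (the same adjusted over the list alone; 4 and 0, and 6 and 0, without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was 0.58 and 0.70 (exact permutation p = 0.0286 and p = 0.0286). Camera placed the tested WNT inhibitors higher in *Crtap*KO (adjusted p = 3.2e-06, and adjusted p = 0.058 with an estimated correlation) and higher in *oim/oim* (adjusted p = 7.2e-06, and adjusted p = 0.100 with an estimated correlation). Among WNT inhibitors, of the 7 calls in *oim/oim* 4 remained with a pseudocount of 1. Adding the neutrophil marker level, lower in both models, as a covariate left none.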

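*Tcf7*, which encodes the β-catenin partner TCF1, rose in *oim/oim* with a log2 fold change of 1.37 (standard error 0.19, adjusted p = 0.0013) and had 0.83 (standard error 0.19, adjusted p = 0.0064) in *Crtap*KO. Its relative *Lef1* did not pass (0.11 and 0.14). *Tnfrsf19*, a receptor induced by β-catenin, rose in *oim/oim* (0.94 and 1.06). Of the 15 other β-catenin targets, 3 rose and none fell in *Crtap*KO and 4 rose and none fell in *oim/oim*, and the rest did not pass (the same adjusted over the list alone; the same without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was 0.51 and 0.54 (exact permutation p = 0.0286 and p = 0.0286). Camera placed the other β-catenin targets higher in *Crtap*KO (adjusted p = 1.3e-05, and adjusted p = 0.063 with an estimated correlation) and higher in *oim/oim* (adjusted p = 1.2e-04, and adjusted p = 0.10 with an estimated correlation). *Apcdd1* and *Notum*, which also belong to the inhibitors, are the 2 called in both models. The list is not separate from the genes named above, *Tnfrsf19* among them, so its counts repeat some of their rises. No call among the other β-catenin targets outlasted the neutrophil marker level, lower in both models, as a covariate.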

Because both ligands and inhibitors of WNT signaling are upregulated, we sought changes in expression of WNT target genes to determine whether osteocyte WNT signaling increases or decreases. 

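*Mmp2*, a gelatinase that degrades matrix, rose with a log2 fold change of 1.16 (standard error 0.24, adjusted p = 0.0041) in *Crtap*KO and 1.27 (standard error 0.24, adjusted p = 0.0036) in *oim/oim*. *Alpl* rose by 1.28 (standard error 0.21) and 1.16 (0.21). *Axin2*, the feedback inhibitor most often read as a β-catenin target, did not pass, at 0.72 (standard error 0.20, adjusted p = 0.017) and 0.59 (standard error 0.20, adjusted p = 0.050). Nor did *Ccnd1*, cyclin D1 (0.36 and 0.78), *Myc*, a transcription factor of growth (-0.29 and -0.14), *Nos2*, an inducible nitric oxide synthase (0.40 and 0.74), or *Ptgs2*, cyclooxygenase 2 (0.60 and 0.54). Of the named targets, *Col1a1*, *Bglap* and *Alpl* are also transcripts of bone-forming cells. Whether WNT signaling raised them was not tested. Of the 9 WNT targets named by the paper, 4 rose and none fell in *Crtap*KO and 3 rose and none fell in *oim/oim*, and the rest did not pass (4 and 0, and 4 and 0, adjusted over the list alone; 4 and 0, and 2 and 0, without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was 0.79 and 0.81 (exact permutation p = 0.0286 and p = 0.0286). Camera placed the WNT targets named by the paper higher in *Crtap*KO (adjusted p = 1.7e-04, and adjusted p = 0.077 with an estimated correlation) and higher in *oim/oim* (adjusted p = 2.3e-04, and adjusted p = 0.10 with an estimated correlation). The paper names them with their results in these mice and does not state how they were chosen. Among the named WNT targets, of the 4 calls in *Crtap*KO 2 remained without the filter on low values or without WT 3, while of the 3 calls in *oim/oim* 1 remained without WT 3. The neutrophil marker level, lower in both models, as a covariate ended all of these calls.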

We identified at least four target genes of canonical WNT/β‐catenin signaling that were significantly upregulated (*Col1a1*, *Mmp2*, *Bglap*, and *Alpl*) in both mouse models, while others (*Nos2*, *Ptgs2*, *Axin2, Ccnd1*, and *Myc*) were not differentially expressed.

**Figure 5:**
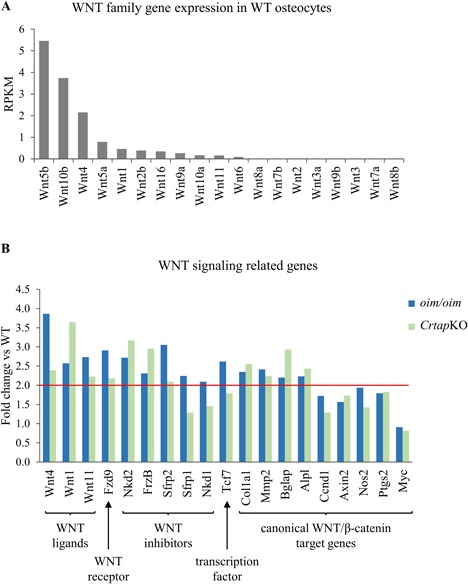
Osteocyte Wnt gene expression and fold change of selected genes related to WNT signaling. (*A*) Graphic representation of all Wnt transcripts expressed by osteocytes in order of abundance, expressed as FKPM. (*B*) The graph displays the fold change versus WT (*y* axis) of several genes (*x* axis) in the *oim/oim* and *Crtap*KO groups (blue and green, respectively). The red line indicates a twofold change. The notations at the bottom indicate the role of the gene product in WNT signaling.

TGF‐β signaling was not among the results of our bioinformatics analysis; however, it is important in bone homeostasis in general and OI in particular.^23^ We therefore probed further into this particular signaling pathway. 

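*Tgfb1*, the main TGF-β of bone matrix, had 55.1 ± 2.88 RPKM in WT, 46.4 ± 4.23 in *Crtap*KO and 48.5 ± 3.53 in *oim/oim* (SD, n = 4 each) and did not pass, at -0.25 (standard error 0.088, adjusted p = 0.043) in *Crtap*KO and -0.18 (standard error 0.088, adjusted p = 0.15) in *oim/oim*. The other ligands *Tgfb2* (0.0044 and -0.12) and *Tgfb3* (0.67 and 0.42) did not pass. Neither did the receptors *Tgfbr1* (0.044 and 0.076), *Tgfbr2* (0.27 and 0.080) and *Tgfbr3* (-0.017 and -0.36), the inhibitors *Smad7* (0.40 and 0.12), *Smurf1* (0.041 and 0.026), *Smurf2* (-0.0070 and 0.0018) and *Ltbp1* (0.43 and 0.078), or the signal transducers *Smad2* (-0.42 and -0.16) and *Smad3* (0.35 and 0.40). Of the 12 TGF-β pathway genes named by the paper, none rose or fell in *Crtap*KO or *oim/oim* (the same adjusted over the list alone; the same without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was 0.13 and 0.032 (exact permutation p = 0.0857 and p = 0.657). Camera placed the TGF-β pathway genes named by the paper higher in *Crtap*KO (adjusted p = 0.036, and adjusted p = 0.22 with an estimated correlation) and gave no call in *oim/oim* (adjusted p = 0.42, and adjusted p = 0.71 with an estimated correlation). With no calls by limma over all transcripts, 7 in *Crtap*KO and 1 in *oim/oim* of them had an unadjusted p below 0.05.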

None of the genes that are directly involved in TGF‐β signaling were differentially expressed in *oim/oim* or *Crtap*KO mice (Fig. 6 *A*), including the three TGF‐β ligands, three TGF‐β receptors, four inhibitors of the signaling pathway (*Smad7*, *Smurf1*, *Smurf2*, and *Ltbp1*), and two transcription factors (*Smad2* and *Smad3*). 

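*Cdkn1a*, the cell cycle inhibitor p21 (chromosome 17 of GRCm38 from 29090976 to 29100727), rose with a log2 fold change of 1.01 (standard error 0.24, adjusted p = 0.0083) in *Crtap*KO and 1.25 (standard error 0.24, adjusted p = 0.0040) in *oim/oim*. *Mmp2* also rose in both models. The RT-qPCR of the paper on *Mmp2* and *Cdkn1a* is per group and runs in the same direction. The level of its reference genes minus that of WT was -0.58 in *Crtap*KO and -0.36 in *oim/oim* (exact permutation p = 0.0286 and p = 0.0571). Of the 4 TGF-β targets named by the paper, 3 rose and none fell in *Crtap*KO and 3 rose and none fell in *oim/oim*, and the rest did not pass (the same adjusted over the list alone; the same without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was 0.95 and 1.10 (exact permutation p = 0.0286 and p = 0.0286). Camera placed the TGF-β targets named by the paper higher in *Crtap*KO (adjusted p = 0.0010, and adjusted p = 0.077 with an estimated correlation) and higher in *oim/oim* (adjusted p = 8.5e-04, and adjusted p = 0.10 with an estimated correlation). These 4 were picked among the calls. With the neutrophil marker level as a covariate, *Mmp2* in *Crtap*KO went from the value above to 0.14 (standard error 0.49), and in *oim/oim* to 0.51 (0.39). Among the named TGF-β targets, of the 3 calls in *Crtap*KO 1 remained without WT 3. As a covariate, the neutrophil marker level, lower in both models, ended each call.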

Importantly, however, four target genes of TGF‐β/Smad signaling were upregulated: *Mmp2* and *Cdkn1a* in both *oim/oim* and *Crtap*KO and *Serpine1* and *Cdkn2b* in just one group (Fig. 6 *A*). The differential expression of three of the TGF‐β target genes was confirmed with real‐time PCR (Fig. 6 *B*). The fourth target gene, *Cdkn2b* (cyclin‐dependent kinase inhibitor 2B, also known as P15), had very low expression levels (<1 RPKM) and was much more difficult to measure by real‐time PCR. 

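*Cdkn2b*, the cyclin-dependent kinase inhibitor p15 (chromosome 4 of GRCm38 from 89306299 to 89311039), had 0.251 ± 0.136 RPKM in WT, 0.335 ± 0.101 in *Crtap*KO and 0.606 ± 0.183 in *oim/oim* (SD, n = 4 each). It rose in *oim/oim* with a log2 fold change of 1.06 (standard error 0.30, adjusted p = 0.022) and had 0.37 (standard error 0.30, adjusted p = 0.36) in *Crtap*KO.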

Overall, the upregulation of TGF‐β target genes indicates that osteocytes are targets of increased TGF‐β signaling, while lack of differential expression in any TGF‐β ligand suggests that osteocytes are not the source of the increased TGF‐β signal.

**Figure 6:**
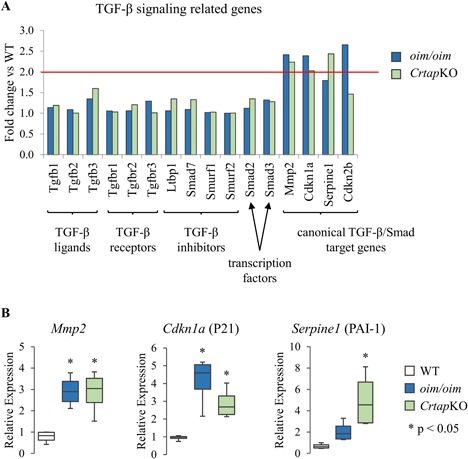
Differential expression of selected genes related to TGF‐β signaling. (*A*) The graph displays the fold change versus WT (*y* axis) of several genes (*x* axis) in the *oim/oim* and *Crtap*KO groups (blue and green, respectively). The red line indicates a twofold change, and the notations at the bottom indicate the role of the gene product in TGF‐β signaling. (*B*) The expression of *Mmp2*, *Cdkn1a*, and *Serpine1* in WT, *oim/oim*, and *Crtap*KO mice was confirmed by real‐time PCR. Expression values are normalized to the geometric mean of five housekeeping genes.

## Discussion

Our understanding of the molecular genetics of OI has evolved rapidly in recent years. It is now known that, besides pathogenic variants in either *COL1A1* or *COL1A2*, rarer forms of the disease are associated with bi‐allelic pathogenic variants in a number of different genes that either regulate key steps in type I collagen synthesis pathway or are important for osteoblast differentiation and/or function (for a review, see Marini and colleagues^49^). Consistent with this, the mineral apposition rate (MAR) and bone formation rate (BFR) are significantly low in OI, pointing to the osteoblast as the primary cell type that becomes dysfunctional in this disease. However, even though osteocytes are far more numerous, far more long‐lived, and in more intimate contact with the abnormal matrix than osteoblasts, the role of osteocytes in OI pathogenesis is little, if any, understood. To explore this, we utilized both a gene candidate‐based approach and an unbiased approach. In the former, we hypothesized that osteocytes embedded into an abnormal matrix may become dysregulated and produce higher levels of important cytokines such as RANKL that could contribute, for example, to the high bone turnover observed in OI. We showed that the osteocyte RANKL deletion in *oim/oim* mice completely rescued the loss of cancellous bone mass in these mice, indicating that osteocytes significantly contribute to the low bone mass observed in OI.^50^ In the latter approach and the subject of this study, we set out to compare the transcriptome of osteocytes from control mice with that of osteocytes derived from two mouse models of OI, the *CrtapKO* and the *oim/oim* mouse. We chose *Crtap*KO mice, a well‐characterized mouse model of recessive OI caused by loss of the prolyl 3‐hydroxylation complex and defective type I collagen posttranslational modifications,^28^ and *oim/oim* mice (osteogenesis imperfecta murine), which carry a spontaneous mutation in the *Col1a2* gene, generate α1(I) homotrimers and are commonly used as a model of severe OI.^22^

The analysis reported herein showed that only about 1% of the whole transcriptome of osteocytes is expressed at very high levels (RPKM >100), and importantly, this includes transcripts for both chains of type I collagen. Although it is known that several aspects of the transcriptome and proteome change during the osteoblast‐to‐osteocyte transition,^39^, ^51^ *Col1a1* and *Col1a2* are among the most copious transcripts in both cell types. This observation confirms previous findings from others, showing that type I collagen expression levels are very similar in osteoblasts and osteocytes^39^ and that *Col1a1* is expressed at even higher levels in osteocytes compared with osteoblasts during the early anabolic response to a sclerostin antibody in a rat model.^52^ 

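Among other collagen chains of bone, *Col11a2* rose with a log2 fold change of 1.53 (standard error 0.34, adjusted p = 0.0060) in *Crtap*KO and 1.12 (standard error 0.34, adjusted p = 0.033) in *oim/oim*, and *Col11a1* and *Col24a1* rose in *Crtap*KO (1.62 and 1.27) and had 1.02 and 0.77 in *oim/oim*. *Col3a1*, the chain of type III collagen in soft tissue, did not pass (-0.0068 and 0.54), nor did the cartilage chain *Col2a1* (1.29 and 0.79). *Phospho1*, a phosphatase that starts mineralization, rose by 1.03 and 1.33. *Sp7* rose in *oim/oim* (0.94 and 1.03), and *Dlx3*, a homeobox factor of osteoblasts, in *Crtap*KO (1.21 and 0.79). *Runx2* (0.55 and 0.51) and *Dlx5* (0.74 and 0.53) did not pass.

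Of the 11 fibrillar collagen chains, 7 rose and none fell in *Crtap*KO and 4 rose and none fell in *oim/oim*, and the rest did not pass (8 and 0, and 5 and 0, adjusted over the list alone; 7 and 0, and 2 and 0, without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was 0.98 and 0.77 (exact permutation p = 0.0286 and p = 0.0571). Camera placed the fibrillar collagen chains higher in *Crtap*KO (adjusted p = 1.3e-05, and adjusted p = 0.18 with an estimated correlation) and higher in *oim/oim* (adjusted p = 0.0012, and adjusted p = 0.32 with an estimated correlation). Of the 13 mineralization and phosphate genes, 4 rose and none fell in *Crtap*KO and 3 rose and none fell in *oim/oim*, and the rest did not pass (the same adjusted over the list alone; 3 and 0, and 3 and 0, without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was 0.52 and 0.42 (exact permutation p = 0.0286 and p = 0.0286). Camera placed the mineralization and phosphate genes higher in *Crtap*KO (adjusted p = 1.3e-05, and adjusted p = 0.063 with an estimated correlation) and higher in *oim/oim* (adjusted p = 0.0025, and adjusted p = 0.12 with an estimated correlation). The mean bone matrix level rose more than the osteocyte level, by 0.727 in *Crtap*KO and by 0.910 in *oim/oim* (exact permutation p = 0.0286 for each). The size of these values depends in part on WT 3. Its bone matrix level was 5.96, against 6.88 to 7.38 in the other WT libraries. Among mineralization genes, of the 4 calls in *Crtap*KO 2 remained with sex as a covariate or without WT 3, while of the 3 calls in *oim/oim* 1 remained without WT 3. Among fibrillar collagen chains, of the 7 calls in *Crtap*KO 3 remained without WT 3, while of the 4 calls in *oim/oim* 1 remained on leaving out either WT 3 or *oim/oim* 2, and 2 without the filter on low values, with only the compared groups fitted or on leaving out any of WT 2, *oim/oim* 3 and the library labelled *oim/oim* 4. With the neutrophil marker level, lower in both models, as a covariate, none remained. The median log2 fold change of the fibrillar chains was 1.27 and 0.89, with this covariate -0.11 and -0.024, and with the erythroid level added -0.20 and -0.11. The mean level of the fibrillar chains in WT 3 was 5.07, against 6.00 to 6.53 in the other WT libraries. The size of the differences of 0.98 and 0.77 depends in part on this library.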

We show here that type I collagen expression is significantly upregulated in both mouse models of OI (together with *Bglap* and *Sparc*), suggesting perhaps a futile attempt to increase bone formation. ER stress responses to misfolded procollagen chains can contribute to the pathogenesis of OI mouse models.^53^, ^54^ Therefore, upregulation of type I collagen expression in osteocytes suggests that these cells also experience the negative long‐term consequences of ER stress due to misfolded procollagen chains. We did not detect differential expression of factors that mediate the unfolded protein response (UPR), which may suggest an unconventional cell stress response similar to what was described in osteoblasts from the G610C (Amish) mouse model of OI.^54^ These cellular stress responses could be a major force impacting osteocyte transcription and leading to osteocyte dysregulation.

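*Hspa5*, the chaperone BiP of the endoplasmic reticulum, had -0.16 (standard error 0.14, adjusted p = 0.41) in *Crtap*KO and 0.19 (standard error 0.14, adjusted p = 0.36) in *oim/oim* as log2 fold change and did not pass. *Xbp1*, the IRE1 target, did not pass either (-0.19 and 0.14), nor did *Atf4* (0.052 and 0.25) and *Ddit3*, which encodes CHOP (0.041 and 0.26). A group of ATF4 target genes rose. *Trib3*, a pseudokinase induced by ATF4 (chromosome 2 of GRCm38 from 152337422 to 152344032), rose by 1.02 (standard error 0.26, adjusted p = 0.011) in *Crtap*KO and 1.82 (standard error 0.26, adjusted p = 0.0013) in *oim/oim*. *Chac1*, which degrades glutathione, rose by 1.81 and 1.65, and *Aldh1l2* by 2.10 in *Crtap*KO besides *oim/oim*. *Pycr1*, an enzyme of proline synthesis, rose by 1.23 and 1.63, *Slc7a3*, an arginine transporter, by 2.20 and 2.25, *Adm2*, a peptide hormone, by 2.65 and 2.96, and *Nupr1*, a stress-induced nuclear protein, by 1.17 and 1.46. *Ddit4*, an inhibitor of mTOR, rose in *Crtap*KO (1.34 and 1.17), and *Fgf21* (chromosome 7 of GRCm38 from 45613886 to 45615490) and the aminotransferase *Gpt2* rose in *oim/oim* (0.33 and 2.81, and 0.73 and 1.07). *Asns*, asparagine synthetase, and *Sesn2*, a leucine sensor, did not pass (0.18 and 0.32, and 0.17 and 0.21).

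Of the 39 ATF4 and integrated stress response genes, 8 rose and none fell in *Crtap*KO and 9 rose and none fell in *oim/oim*, and the rest did not pass (8 and 0, and 10 and 0, adjusted over the list alone; 7 and 0, and 9 and 0, without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was 0.44 and 0.66 (exact permutation p = 0.0286 and p = 0.0286). Camera placed the ATF4 and integrated stress response genes higher in *Crtap*KO (adjusted p = 9.6e-07, and adjusted p = 0.19 with an estimated correlation) and higher in *oim/oim* (adjusted p = 1.1e-10, and adjusted p = 0.12 with an estimated correlation). Of the 22 genes of the ATF6 and IRE1 arms, none rose or fell in *Crtap*KO or *oim/oim* (the same adjusted over the list alone; the same without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was -0.23 and 0.060 (exact permutation p = 0.0286 and p = 0.629). Camera gave no call for the genes of the ATF6 and IRE1 arms in *Crtap*KO (adjusted p = 0.17, and adjusted p = 0.77 with an estimated correlation) or *oim/oim* (adjusted p = 0.13, and adjusted p = 0.71 with an estimated correlation). Between the OI models, all 22 of the latter were higher in *oim/oim*, none of them called, with camera at adjusted p = 3.8e-06, and adjusted p = 0.64 with an estimated correlation. Their mean level was 4.46 in the library labelled *oim/oim* 4, against 4.70 to 4.76 in *oim/oim* 1 to 3 and 4.47 to 4.74 in WT. The 0.060 thus depends in part on this doubted library. Among the ATF4 genes, of the 8 calls in *Crtap*KO 5 remained with a pseudocount of 1, while of the 9 calls in *oim/oim* 5 remained with a pseudocount of 1. None remained with the neutrophil marker level, lower in both models, as a covariate. The median log2 fold change of this list was 0.17 and 0.36, with this covariate 0.021 and 0.20, and with the erythroid level added -0.070 and 0.14.

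**Figure D2:**
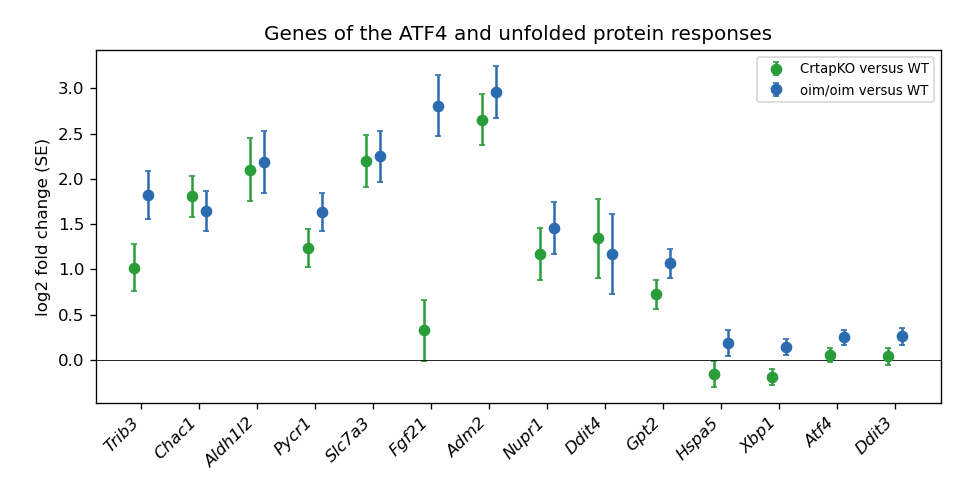
Log2 fold change against WT of the ATF4 target genes and of *Hspa5*, *Xbp1*, *Atf4* and *Ddit3* in both OI models, n = 4 libraries per genotype; bars show the standard error.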

The transcriptome sequencing of the two mouse models of OI used in this study showed that the changes were always consistent, ie, the transcripts were similarly up‐ or downregulated in both models, indicating that distinct alterations in type I collagen can lead to shared pathogenic processes and thus to similar phenotypic/clinical outcomes. Moreover, the gene ontology analysis indicated extensive dysregulation in development and differentiation, regulatory processes, signaling, chemotaxis, and ECM and collagen fibril organization. These data highlight the profound and early changes that impact osteocytes and suggest long‐term consequences at the cellular and tissue level. Further, our gene functional classification with DAVID suggested changes in “cell projections.” Others had shown earlier that during osteocyte development and maturation, there occur gene expression changes in four functional categories: dendritic morphology and canaliculi formation; ECM mineralization and phosphate metabolism; bone formation; and bone resorption.^55^ The results of our analysis confirm that in OI there is a significant dysregulation of transcripts involved in dendrite formation, ECM organization, collagen fibril organization, integrin‐mediated signaling pathway, tissue development, among others. This implies a profound alteration of cellular‐matrix‐tissue interactions that impact cellular function, morphology, and cytoskeletal organization and is consistent with recent evidence of cytoskeletal dysregulation in OI.^56^, ^57^ Of the genes implicated in bone formation, transcripts involved in the WNT signaling pathway were differentially expressed in both our OI models. These included at least 3 WNT ligands but also inhibitors of WNT signaling, suggesting a cellular attempt to increase osteoblast differentiation and function, perhaps triggered by the osteocyte sensing a defective matrix. 

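*Tnfsf11*, which encodes RANKL, had 1.80 ± 0.484 RPKM in WT, 1.87 ± 0.623 in *Crtap*KO and 2.43 ± 1.00 in *oim/oim* (SD, n = 4 each) and a log2 fold change of 0.035 (standard error 0.29, adjusted p = 0.93) and 0.37 (standard error 0.29, adjusted p = 0.37), which did not pass. *Tnfrsf11b*, its decoy receptor osteoprotegerin, had 0.89 (standard error 0.20, adjusted p = 0.0068) and 0.69 (standard error 0.20, adjusted p = 0.028). *Csf1*, a growth factor of osteoclast precursors, had 0.33 and 0.15, its receptor *Csf1r* -0.32 and -0.13, and *Ctsk*, the collagenase of osteoclasts, 0.0037 and -0.022. *Mmp9*, a gelatinase of osteoclasts and neutrophils, had -0.67 and -0.85, and *Acp5*, tartrate-resistant acid phosphatase, -0.27 and -0.42. Of the 9 bone resorption genes named by the paper, none rose or fell in *Crtap*KO or *oim/oim* (the same adjusted over the list alone; the same without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was 0.067 and -0.019 (exact permutation p = 0.886 and p = 0.914). For the bone resorption genes named by the paper, camera gave no call in *Crtap*KO (adjusted p = 0.23, and adjusted p = 0.73 with an estimated correlation) or *oim/oim* (adjusted p = 0.71, and adjusted p = 0.89 with an estimated correlation). In *oim/oim* the median log2 fold change of the bone resorption genes named by the paper was -0.13 and the mean -0.019, while camera ranked them above other transcripts. Of the 14 osteoclast markers, none rose or fell in *Crtap*KO or *oim/oim* (the same adjusted over the list alone; the same without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was -0.23 and -0.41 (exact permutation p = 0.543 and p = 0.171). In camera the osteoclast markers were not called in *Crtap*KO (adjusted p = 0.81, and adjusted p = 0.94 with an estimated correlation) or *oim/oim* (adjusted p = 0.11, and adjusted p = 0.71 with an estimated correlation). With no calls by limma over all transcripts, 2 and 4 of these genes, in turn, had an unadjusted p below 0.05 in at least one model.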

Interestingly, genes involved in bone resorption (including *Tnfsf11*, *Tnfrsf11a*, *Tnfrsf11b*, *Csf1*, *Csf1r*, *Ctsk*, *Nfatc1*, *Dcstamp*, and *Oscar*) were not differentially expressed compared with WT.

TGF‐β is an important signaling molecule in bone homeostasis and a coupling factor between bone resorption and bone formation.^58^ Mouse models of increased TGF‐β signaling exhibit high bone turnover, low bone mass, and increased osteocyte density;^59^ whereas downregulation of TGF‐β signaling results in decreased bone resorption, high bone mass, and decreased osteocyte density.^60^ Excessive TGF‐β signaling has been recently identified as a seminal pathogenetic mechanism in OI.^23^ Our transcriptome analysis suggests for the first time that osteocytes are also targets of increased TGF‐β signaling. This is consistent with the increased expression of TGF‐β downstream signaling targets in both *Crtap*KO and *oim/oim* mice. However, none of the TGF‐β ligands were upregulated in osteocytes, suggesting that osteocytes are not the source of the TGF‐β. 

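*Timp1*, an inhibitor of metalloproteinases, rose in *oim/oim* with a log2 fold change of 1.36 (standard error 0.21, adjusted p = 0.0016) and had 0.69 (standard error 0.21, adjusted p = 0.025) in *Crtap*KO. *Tgfbi*, a matrix protein induced by TGF-β, did not pass, at -0.87 (standard error 0.11, adjusted p = 7.0e-04) and -0.64 (standard error 0.11, adjusted p = 0.0020). *Skil* and *Ski*, corepressors in the feedback of the pathway, did not pass (0.34 and 0.29, and 0.15 and 0.050), nor did *Pmepa1*, an inhibitor of SMAD signaling (0.67 and 0.50), *Fn1*, fibronectin (0.21 and 0.020), and *Postn*, periostin (-0.34 and 0.28). Of the 16 other TGF-β targets, 1 rose and none fell in *Crtap*KO and 1 rose and none fell in *oim/oim*, and the rest did not pass (the same adjusted over the list alone; 1 and 0, and 2 and 0, without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was 0.12 and 0.17 (exact permutation p = 0.143 and p = 0.0286). Camera placed the other TGF-β targets higher in *Crtap*KO (adjusted p = 0.029, and adjusted p = 0.18 with an estimated correlation) and gave no call in *oim/oim* (adjusted p = 0.15, and adjusted p = 0.38 with an estimated correlation). Adding the neutrophil marker level, lower in both models, as a covariate left none.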

An alternative possibility is that TGF‐β may not be retained in the OI matrix and becomes more bioavailable in the lacuno‐canalicular fluid. Increased TGF‐β signaling in cells of the osteoblast lineage in OI may inhibit osteoblast differentiation^61^, ^62^ but also increase conversion of osteoblasts into osteocytes,^63^, ^64^ which would be consistent with previous findings of increased osteocyte density in OI. 

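*Cyr61*, a matricellular protein induced by YAP and TAZ, rose with a log2 fold change of 1.88 (standard error 0.47, adjusted p = 0.0095) in *Crtap*KO and 1.55 (standard error 0.47, adjusted p = 0.031) in *oim/oim*. *Ctgf*, its relative, did not pass (0.54 and -0.019). *Ankrd1*, a muscle protein induced by YAP, had -1.02 and -1.04 and did not pass. *Amotl2*, a YAP inhibitor, had 0.66 and 0.40. *Nfkbia*, the NF-κB inhibitor IκBα, had -0.16 and 0.0037, and *Bcl3*, an NF-κB cofactor, -0.94 and -0.45. Of the hypoxia targets, *Ankrd37*, an ankyrin repeat protein, fell in *Crtap*KO at -1.01 (standard error 0.28, adjusted p = 0.017), and the only rises were those of *P4ha2*. *Vegfa*, the angiogenic factor, had 0.41 and 0.39, and *Slc2a1*, a glucose transporter, -0.60 and -0.54. Of the 9 Hippo targets, 1 rose and none fell in *Crtap*KO and 1 rose and none fell in *oim/oim*, and the rest did not pass (the same adjusted over the list alone; 1 and 0, and 0 and 0, without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was 0.37 and 0.22 (exact permutation p = 0.0286 and p = 0.143). Camera placed the Hippo targets higher in *Crtap*KO (adjusted p = 5.0e-04, and adjusted p = 0.077 with an estimated correlation) and higher in *oim/oim* (adjusted p = 0.048, and adjusted p = 0.27 with an estimated correlation). Of the 13 NF-κB targets, none rose or fell in *Crtap*KO or *oim/oim* (the same adjusted over the list alone; the same without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was -0.15 and -0.033 (exact permutation p = 0.457 and p = 0.743). Camera gave no call for the NF-κB targets in *Crtap*KO (adjusted p = 0.47, and adjusted p = 0.87 with an estimated correlation) or *oim/oim* (adjusted p = 0.82, and adjusted p = 0.95 with an estimated correlation). Their mean level was 2.33 in *Crtap*KO 1, against 1.59 to 1.73 in the other libraries labelled *Crtap*KO and 1.79 to 2.27 in WT. Of the 16 hypoxia targets, 1 rose and 1 fell in *Crtap*KO and 1 rose and none fell in *oim/oim*, and the rest did not pass (the same adjusted over the list alone; 1 and 1, and 1 and 0, without the libraries labelled *Crtap*KO 4 and *oim/oim* 4, with 1 of the 2 calls in *Crtap*KO among them), and the mean level minus that of WT was -0.25 and -0.16 (exact permutation p = 0.0286 and p = 0.0571). For the hypoxia targets, camera gave no call in *Crtap*KO (adjusted p = 0.38, and adjusted p = 0.71 with an estimated correlation) or *oim/oim* (adjusted p = 0.32, and adjusted p = 0.66 with an estimated correlation). Among Hippo targets, of the 1 call in *oim/oim* none remained without the filter on low values, with a robust prior, without *Crtap*KO 1 and *oim/oim* 1 or on leaving out any of WT 2, WT 3, WT 4, *oim/oim* 1 and *oim/oim* 2. Among hypoxia targets, of the 2 calls in *Crtap*KO 1 remained without *Crtap*KO 1 and *oim/oim* 1, with a pseudocount of 1, after quantile, upper-quartile or median-ratio scaling or rescaling without transcripts over 1000 RPKM or on leaving out any of WT 3, *Crtap*KO 1 and the library labelled *Crtap*KO 4, while of the 1 call in *oim/oim* none remained without WT 3. The neutrophil marker level, lower in both models, as a covariate ended all of these calls.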

Our transcription factor activity enrichment analysis identified new pathways, such as the Hippo and the NF‐κB pathway (Table 5), that may be dysregulated in OI, but their putative role is unclear.

There are several caveats in our study. First, osteocyte dysregulation in the *Crtap*KO mouse seems more variable and/or more severe than in the *oim/oim* mouse, with many more differentially expressed transcripts than *oim/oim* (855 versus 544, respectively). This difference is due to a number of downregulated genes unique to the *Crtap*KO group. This could be accounted for by the fact that the *Crtap*KO mice are maintained on a mixed genetic background, while *oim/oim* are on a pure C57Bl/6 background. 

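*Prtn3*, a granule protease of neutrophils, fell in *Crtap*KO with a log2 fold change of -1.16 (standard error 0.26, adjusted p = 0.0064) and had -0.74 (standard error 0.26, adjusted p = 0.059) in *oim/oim*. *Lcn2*, a siderophore-binding protein of neutrophils, fell in *Crtap*KO at -1.33 and had -0.97, and *Elane*, neutrophil elastase, fell at -1.01 and had -0.64. *Nkg7*, a granule protein of cytotoxic cells, fell at -1.07 and had -0.62. Of the 24 neutrophil markers, 12 were called in *Crtap*KO alone, and none rose in *oim/oim*. Most of the 241 falls called only in *Crtap*KO, as counted above, had the same sign in *oim/oim*.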

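Among the transcripts called in *Crtap*KO, 7 were nearly absent from the WT libraries and *oim/oim* 1 to 3, at a limit of 0.2 RPKM. These were *AC111044.1*, *AC125170.1*, *BC018473*, *Gm13225*, *Gm8730*, *H28* and *St6galnac1*, the last a sialyltransferase. *Gbp1*, with 0.2009 RPKM in *oim/oim* 3, was just past this limit and is left out. None of the 7 lies on chromosome 9, where *Crtap* is found (chromosome 9 of GRCm38 from 114375134 to 114390675). Within 20 Mb of *Crtap*, 13 of 301 tested transcripts were called (4.32%, *Crtap* left out), against 597 of 15750 elsewhere (3.79%), with an odds ratio of 1.15 (Fisher exact p = 0.646). Without the alike libraries labelled *Crtap*KO 4 and *oim/oim* 4 these were 14 of 301 (4.65%) and 699 of 15750 (4.44%). *Rab6b* and *Entpd3*, an ectonucleotidase (1.89), are among the 13, as are the neutrophil genes *Camp* (-1.18) and *Ngp* (-1.13).

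Of the 7 transcripts, 6 were present in the library labelled *Crtap*KO 4 and the same 6 in the library labelled *oim/oim* 4, while *AC111044.1* had 0.033 and 0.031 RPKM in them. *BC018473* had 9.37 RPKM in the latter and at most 0.0055 RPKM in *oim/oim* 1 to 3. The mice of the study differ in background, mixed for *Crtap*KO and C57B6 for *oim/oim*, and in the WT libraries each of the 7 had at most 0.1725 RPKM.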

Second, bioinformatics tools do not contain the same wealth of annotations related to osteocytes as they do for other, more popularly studied cell types. For instance, a search of geneontology.org for “neuron” returns 647 annotations related to neurons, but a search for “osteocyte” returns zero. Third, our RNA preparation approach excluded microRNAs and therefore this study cannot exclude the possibility that this important class of gene translation regulators are also of relevance to OI. Fourth, the mouse models of OI that we used mimic rare forms of OI in the human population and thus it is possible that classic, autosomal dominant mutations in type I collagen genes (eg, Gly substitutions) may result in different alterations of the osteocyte transcriptome.

In conclusion, the osteocyte transcriptome is greatly dysregulated in OI, including the WNT and TGF‐β signaling pathways. We think that this work suggests many interesting potential directions for future research into the unrecognized role of osteocytes in OI.

## Disclosures

All authors state that they have no conflicts of interest to disclose.

## Supporting information

Supporting Figure S1. Click here for additional data file.

Supporting Figure S2. Click here for additional data file.

Supporting Figure S3. Click here for additional data file.

Supporting Table S1. Click here for additional data file.

Supporting Table S2. Click here for additional data file.

Supporting Table S3. Click here for additional data file.

# Supplementary material for: The Osteocyte Transcriptome Is Extensively Dysregulated in Mouse Models of Osteogenesis Imperfecta
**Source:** JBMR Plus. 2019 Feb 11;3(7):e10171. doi: 10.1002/jbm4.10171
**Supplement:** Supplementary file 4 — Supporting Table S1.

**Supplementary Table 1. Primers used for real-time PCR.**

| **Gene** | **Primer Sequences 5’ to 3’** |
| --- | --- |
| *Mmp2* | F - GCTCCACTCTTCTGGTTCTTC |
|  | R - CCCTCCTAAGAAAGTCTCTATTA |
| *Cdkn1aI* (P21) | F - CGGAGGAACAGTCCTACTGATA |
|  | R - CAGGTAAGAAGTGGCAAGGAA |
| *Serpine1* (PAI-1) | F - CCTGGTCAACCACCTTAGTTAG |
|  | R - GAGTGGCCTGCTAGGAAATTA |
| *Gapdh* | F - GCAAGAGAGGCCCTATCCCAA |
|  | R - CTCCCTAGGCCCCTCCTGTTATT |
| *G6pdh* | F - AGATTGATCGAGAAAAGCC |
|  | R - AGCTGGGTTTACTGGTG |
| *Pbgd* | F - GTGATGAAAGATGGGCAA |
|  | R - TCTTGGCTCCTTTGTTGA |
| *B2mg* | F - GGTCTTTCTGGTGCTTGTC |
|  | R - CGTATGTATCAGTCTCAGT |
| *Hprt* | F - TCTGGTAGATTGTCGCTTATCTTG |
|  | R - TAGATGCTGTTACTGATAGGAAATCGAG |

F = forward, R = reverse.

How the deposited data were processed for this re-analysis (not part of the article)

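RNA sequencing values were analysed for 12 libraries of osteocyte-enriched bone. By label these are one per mouse of 3 months, 4 WT, 4 *Crtap*KO and 4 *oim/oim*. Which mice gave the RNA of the libraries labelled *Crtap*KO 4 and *oim/oim* 4 stays open. By label, 5 mice were female and 7 male. Libraries are named by genotype and replicate number.

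The authors aligned reads to the mouse genome GRCm38 and quantified them in SeqMonk 0.31.1, ignoring mitochondrial genes and strand. The deposited table holds log2 RPKM, written by the authors as FPKM, for 25965 transcripts. Transcripts without reads had been given 0.9 reads by the program. From this floor and the spacing of the values, whole read counts were recovered for 25964 transcripts (99.996%), and the recovery was exact for 1500 of 1500 transcripts in simulated data. Depth was 28.1 to 39.8 M reads in WT, 30.0 to 48.5 M in *Crtap*KO and 30.2 to 44.1 M in *oim/oim*, a mean of 37.6 M. Differences of transcripts below 1 RPKM rest on few reads and depend on the pseudocount. Positions are from GENCODE M21 on GRCm38.

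Levels are arithmetic means of RPKM with the SD over mice, and geometric means where stated, which are what the authors report. For comparisons, 0.1 was added to RPKM before the log2, transcripts with a mean of at least 0.1 RPKM were kept (16052), and linear models for all 12 libraries were fitted in limma 3.58.1 with eBayes and a trended prior. The contrasts were *Crtap*KO against WT, *oim/oim* against WT and *oim/oim* against *Crtap*KO, each two-sided. P-values were adjusted by the Benjamini-Hochberg method, and a call needs an adjusted p below 0.05 and a fold change of at least 2. The sexes were compared with genotypes pooled. DESeq2, which the paper gives as an example of the packages that SeqMonk uses, was not used.

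Gene lists (50), written from general knowledge of cell types and pathways and from the tables of the paper, were tested with camera at a preset correlation of 0.01, with a correlation estimated from the data, and with fry, adjusted over the 50 lists. At the preset correlation 31, 28 and 17 lists passed for the 3 comparisons in this order, 0 passed with the estimated correlation, and fry gave 30, 26 and 0. List levels are means of log2 values and were compared by exact permutation of the labels, two-sided and without adjustment, a test added after the data were seen, for which 35 splits of 4 against 4 libraries give a smallest p of 0.0286. Likeness of libraries was tested by exact permutation, one-sided, on Pearson correlations. Common calls were set against 100 simulated data sets with a shared control group, whose residuals were given random signs after a first version without them had given degenerate correlations, and against divisions of the WT mice between the comparisons. Results were also recomputed over other divisions of the libraries into groups of the same sizes.

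Genes named in the text are those the paper names, including those of its tables, whose values had been seen, the members of the lists, and per comparison the 10 largest rises and falls among calls with a mean of at least 1 RPKM and no overlap between the libraries of both groups. Genes outside this rule are named as chosen after their values were seen. Where a pair of libraries is alike, likeness was measured as chi-squared per degree of freedom of recovered reads.

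Alternatives set at the start were a pseudocount of 0.01 or 1, no filter on low values or a mean of at least 1 RPKM, no fold threshold, quantile, upper-quartile and median-ratio scaling, rescaling without transcripts over 1000 RPKM, only the compared groups, a prior without trend or robust, sex, neutrophil and erythroid levels as covariates, the replicate number as a block, only mice recorded as male, no transcripts near *Crtap*, and each library left out in turn. Those added after the data were seen were log2 values as deposited, limma-voom on the recovered reads, and fits without the libraries labelled *Crtap*KO 4 and *oim/oim* 4. In simulated data, 25 of 50 transcripts changed 2-fold were called, 49 of 50 changed 3-fold, 49 of 50 changed 4-fold and 50 of 50 changed 8-fold, with 5 of 15832 unchanged transcripts called and 0 of 16052 where no transcript changed. The shifted list was found and 0 of 49 others were called. That does not vouch for the list tests in the real libraries. There, 10 of 100 divisions gave at least as many list calls as the real division, itself counted among them.

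Left out were the RT-qPCR, the GO, pathway and transcription factor enrichments, which need annotation not analysed here, and differences of splicing, which gene values do not hold. Programs were R 4.3.3 with data.table 1.17.8, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.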

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

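The tests of the 3 patterns weighed here were chosen after the patterns were seen, though rescaling without transcripts over 1000 RPKM and leaving out WT 3 were among the alternatives set at the start.

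The libraries labelled *Crtap*KO 4 and *oim/oim* 4 are alike, with *Crtap* between the levels of their labels (gap over range 0.999 and 0.83) and a chi-squared per degree of freedom of 1.124 over transcripts of 50 to 200 reads. This chi-squared is near the 1 that sampling of reads alone gives. Over transcripts of 1000 to 10000 reads it was 1.397, where the lowest other pair of libraries had 19.614. Over those of 50 to 200 reads, the lowest of the other 15 pairs of a *Crtap*KO and an *oim/oim* library, 3.861, argues against likeness of the bone of these models. The library labelled *Crtap*KO 4 had a median of 0.2709 of the *oim/oim* level over transcripts higher in *oim/oim*, as RNA of both models mixed in both libraries could give. A mixture of male mouse 3333 and female mouse 3361 as named would hold more Y-linked signal than the 0.1046 measured. Which mice gave the RNA, and at which step, stays open.

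As list levels, bone matrix genes were higher and neutrophil and erythroid genes lower in both models. Of the 17 erythroid markers 1 was called in each model, and camera with an estimated correlation called none of these lists. A smaller share of marrow RNA as the whole cause would lift osteocyte and bone matrix genes alike, but the latter rose 0.7274 more in *Crtap*KO. The bone matrix level of WT 3 was 5.96, against 6.88 to 7.38 in the other WT libraries. The size of the 0.7274 thus depends in part on WT 3. In *Crtap*KO the neutrophil list changed by -0.9167 against the monocyte and macrophage list. Against the B cell list the neutrophil change was -0.9373 in *Crtap*KO and -0.3922 in *oim/oim* (exact permutation p = 0.0286 and p = 0.171) and the erythroid change -0.455 and -0.2175 (p = 0.0857 and p = 0.371), so that some marrow lists did not part. After rescaling without transcripts over 1000 RPKM 14 bone matrix genes were called. Without WT 3 the list level stayed higher by 0.8513 in *Crtap*KO and 0.7327 in *oim/oim*, against 1.127 and 1.009 with it. Its exact permutation p = 0.02857 decides nothing, as WT 3 was the lowest library of a WT group already apart. That test was put in after the count of calls without WT 3 had given 5 of 12. The difference that remained argues against that library alone, and the calls do not. Less marrow as a part of the pattern, more osteoblasts in the bone and more transcript per cell stay open.

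In *Crtap*KO 1 to 3, 7 transcripts were present that the WT libraries and *oim/oim* 1 to 3 nearly lack, at a limit of 0.2 RPKM. Alleles carried along with the knockout were not told apart from other causes by the share of calls near *Crtap* (Fisher exact p = 0.6461). Among the 13 calls within 20 Mb of it, *Rab6b* fell (-2.56) and *Entpd3* rose (1.89), and for such calls these alleles stay open. The 7 transcripts were picked as present in *Crtap*KO, so that a fall could not enter. Of them 0 lie within 20 Mb of *Crtap*, which argues against such alleles acting on their neighbors for these 7 alone. All 7 lie on other chromosomes, which strain variants of the mixed background could explain, and 6 of them were present in the library labelled *Crtap*KO 4, which holds *Crtap* reads, and in the library labelled *oim/oim* 4. As these libraries are doubted, loss of *Crtap* and strain variants were not told apart.

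Of 39 ATF4 and integrated stress response genes, 8 were called higher in *Crtap*KO and 9 in *oim/oim*, while camera gave adjusted p = 0.19 and 0.12 with an estimated correlation. Neutrophil markers were called lower for 19 genes in *Crtap*KO and 8 in *oim/oim*, of which the paper takes up a few, such as *S100a8* and *S100a9*.

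Of 156 groups of libraries tested for one far from the others, 16 were past the limit, where 7.8 are expected by chance. By the share of the range taken up by the gap, these were *oim/oim* 2 for megakaryocyte markers (0.894), collagen modification genes (0.87) and WNT ligands (0.889), *Crtap*KO 1 for adipocyte markers (0.935) and interferon response genes (0.875), and *Crtap*KO 3 for p53 targets (0.887). The library labelled *Crtap*KO 4 stood apart for periosteal markers (0.873) and the library labelled *oim/oim* 4 for TGF-β pathway genes (0.864). In WT, these were WT 3 for TGF-β targets named by the paper (0.921) and BMP signaling (0.906), WT 1 for hypoxia targets (0.875), mineralization genes (0.843) and sex-linked genes (0.863, the only female), and WT 4 for integrin signaling genes (0.83).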

How the results depend on the processing

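The fits without the libraries labelled *Crtap*KO 4 and *oim/oim* 4, on log2 values as deposited and on recovered reads were chosen after the data were seen. Counts and list totals were held to 1.5-fold, correlations to their spread and similarity to a p of 0.05. By these limits 173 values stayed, 43 were weaker, 10 stronger and 12 moved under the alternatives set at the start, and 24, 6, 6 and 6 under those added later. Counts for *Crtap*KO and *oim/oim* against WT were 257 and 153 with a pseudocount of 1, 5254 and 3800 without the fold threshold, and 1259 and 782 in mice recorded as male, which take in the library labelled *oim/oim* 4 with its female *Xist* level. Leaving out one library gave 400 to 871 and 231 to 591. Common calls numbered 81, 2957 and 537 under the same 3 settings, 121 with WT mice divided, and 87 to 366 with one library left out. Between the OI models, 1 was called with a pseudocount of 0.01 or 1, without the filter, with a mean of 1 RPKM or more, and on values as deposited. Here 0 were called with only the compared groups, with the replicate block, without *Crtap*KO 1 and *oim/oim* 1, and by limma-voom, and 0 to 173 with one library left out. Without the libraries labelled *Crtap*KO 4 and *oim/oim* 4 there were 185, 197 by limma-voom and 176 after median-ratio scaling, and limma-voom then called 925 for *Crtap*KO against WT. The sexes differed in 0 transcripts with a pseudocount of 1, 8 without these libraries and 0 to 9 with one left out.

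The correlation of fold changes was 0.751 and 0.845 with pseudocounts of 0.01 and 1, 0.831 from a mean of 1 RPKM, 0.738 on deposited values, 0.739 by limma-voom, 0.663 with WT mice divided and 0.828 without *Crtap*KO 1 and *oim/oim* 1. Without the libraries labelled *Crtap*KO 4 and *oim/oim* 4 it was 0.677, 0.603 by limma-voom and 0.673 after median-ratio scaling, and with one library left out 0.696 to 0.827.

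With the neutrophil level as a covariate, all counts were 0, r was 0.841 and 7 lists were called, against 59. With neutrophil and erythroid levels they were 0, 0.833 and 8. With both and without the libraries labelled *Crtap*KO 4 and *oim/oim* 4, 6, 0 and 107 transcripts and 9 lists were called, 0 were common and r was 0.711. No list was called by camera with an estimated correlation (0). The neutrophil level is close to genotype, and with it as a covariate the median standard error grew. The estimates of *Col1a1*, *Sparc*, *Bglap2* and *Mmp2* shrank, and shrinkage over all transcripts was not tested. The cause of the lost calls and of other changes was not tested, apart from fewer libraries or transcripts. Each gene listed below had a limma adjusted p of 0.60 or more in these fits, so no turned sign is a call. *Camp*, *Elane*, *Lcn2*, *Ngp*, *Prtn3*, *S100a8* and *S100a9* are neutrophil genes. A covariate made of neutrophil markers takes up their fall by construction, so their values decide nothing. With the neutrophil level as a covariate, values in *Crtap*KO turned to *Ankrd37* 0.077, *Camp* 0.24, *Col15a1* -0.21, *Col1a1* -0.34, *Col1a2* -0.25, *Col5a1* -0.28, *Elane* 0.47, *Gli2* -0.00030, *Lama1* -0.50, *Lcn2* 0.048, *Loxl4* -0.083. Further values were *Ngp* 0.15, *Nkg7* 0.49, *Prtn3* 0.41, *S100a8* 0.12, *S100a9* 0.11, *Vit* -0.032. With the neutrophil level as a covariate, values in *oim/oim* turned to *Acan* -0.22, *Col1a1* -0.040. With neutrophil and erythroid levels as covariates, values in *Crtap*KO turned to the ATF4 list (median) -0.070, *Adamts14* -0.15, *Ankrd37* 0.48, *Camp* 0.15, *Cdkn1a* -0.24, *Col11a1* -0.064, *Col15a1* -0.50, *Col1a1* -0.63, *Col1a2* -0.52, *Col5a1* -0.57, *Col5a2* -0.20. Then came *Cyr61* -0.073, *Dcn* -0.19, *Ddit4* -1.02, *Elane* 0.55, *Gli2* -0.082, *Kcnn1* -0.19, *Lama1* -0.43, *Lcn2* 0.046, *Loxl4* -0.23, *Mmp2* -0.19, *Ngp* 0.18. Others were *Nkg7* 0.54, *Pdpn* -0.25, *Prtn3* 0.47, *S100a8* 0.10, *S100a9* 0.12, *Sparc* -0.25, *Tubb3* -0.0036, *Vit* -0.43. With neutrophil and erythroid levels as covariates, values in *oim/oim* turned to fibrillar collagens (median) -0.11, *Acan* -0.013, *Col11a2* -0.0099, *Col15a1* -0.085, *Col1a1* -0.36, *Col5a1* -0.035, *Col5a2* -0.11, *Cyr61* -0.29, *Fzd9* -0.096, *Pdpn* -0.22, *Sparc* -0.095. The list goes on with *Vit* -0.27. With both covariates and without the libraries labelled *Crtap*KO 4 and *oim/oim* 4, values in *Crtap*KO turned to the ATF4 list (median) -0.12, *Adamts14* -0.27, *Aldh1l2* -0.075, *Ankrd37* 1.06, *Camp* 0.14, *Cdkn1a* -0.44, *Cgref1* -0.37, *Col15a1* -0.55, *Col1a1* -0.78, *Col1a2* -0.52, *Col5a1* -0.82. Further values were *Col5a2* -0.22, *Cyr61* -0.092, *Ddit4* -0.99, *Elane* 0.37, *Fkbp10* -0.28, *Ifitm5* -0.077, *Kcnn1* -0.50, *Lama1* -0.37, *Lcn2* 0.026, *Lepre1* -0.015, *Loxl4* -0.43. Then came *Mmp16* -0.023, *Mmp2* -0.33, *Ngp* 0.15, *Nkg7* 0.38, *Nrp2* -0.11, *Nupr1* -0.035, *Pdpn* -0.31, *Phospho1* -0.25, *Pram1* 0.036, *Prtn3* 0.35, *S100a8* 0.12. Others were *S100a9* 0.13, *Sparc* -0.33, *Trib3* -0.18, *Tubb3* -0.51, *Vit* -0.33. With both covariates and without the libraries labelled *Crtap*KO 4 and *oim/oim* 4, values in *oim/oim* turned to fibrillar collagens (median) -0.30, *Acan* -0.15, *Adamts14* -0.037, *Col11a2* -0.055, *Col1a1* -0.37, *Col5a1* -0.033, *Col5a2* -0.096, *Cyr61* -0.44, *Fzd9* -0.30, *Pdpn* -0.21, *Sparc* -0.048. The list goes on with *Vit* -0.082.

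Libraries of one replicate number come from different mice, and 7 of 12 matched their own number best. This leaves open whether they share more than the number. A replicate block gave 622 and 407 calls against WT. Depth of 28.1 M reads or more leaves transcripts below 1 RPKM least certain.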

Differences from the paper's values

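The values of the paper set beside those found here were picked out after the results were seen.

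For *oim/oim* against *Crtap*KO, the paper gives 49 transcripts, 28 up and 21 down, and 3 were called here, 2 up and 1 down. Of the alternatives set beforehand, none brings the total or the falls within 1.5-fold of those values. Leaving out the library labelled *Crtap*KO 4 brings the rises within 1.5-fold (23). The overlaps of these transcripts with the other comparisons were 25, 8 and 2 with 14 unique in the paper, and 2, 1 and 0 with 0 unique here, and no alternative set beforehand was run on them. The overlaps without the libraries labelled *Crtap*KO 4 and *oim/oim* 4, a choice made after seeing the values, were 97, 32 and 4 with 52 unique, and 6 of the 49 transcripts of the paper were dropped. *Crtap*, which is not in that list of the paper, is called between the models without the libraries labelled *Crtap*KO 4 and *oim/oim* 4.

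For *Crtap*KO against WT, the paper gives 494 rises and 309 were found. The falls were 361 in the paper and 302 here, within 1.5-fold. Rises come within 1.5-fold with a pseudocount of 0.01 (411, with 399 falls) and on leaving out WT 1 (429 and 442) or the library labelled *Crtap*KO 4 (337 and 363). They also do so with quantile (401 and 187), upper-quartile (508 and 152) and median-ratio scaling (472 and 172), rescaling without transcripts over 1000 RPKM (557 and 125) and only mice recorded as male (445 and 814), which all take the falls out of that range. Values as deposited and limma-voom, chosen after seeing the values, bring the rises in too (424 and 398, with 409 and 403 falls) and drop 122 and 148 of the 855 transcripts of the paper, where 285 were dropped here. So do the fits without the libraries labelled *Crtap*KO 4 and *oim/oim* 4, chosen likewise, with 343 rises and 371 falls, or 434 and 491 by limma-voom and 539 and 190 after median-ratio scaling, which drop 251, 147 and 319. No other alternative does.

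Table 4 gives the *Robo2* fold change as -2.22 in *oim/oim* and -2.77 in *Crtap*KO, and values here were 2.06 and 2.54. It gives the *Met* fold change as 2.14 and 3.06, and values here were -2.01 and -2.72. The signs of these genes in the list of called transcripts of the paper are those found here, and no alternative turns them. For the *Ermn* fold change the paper gives 2.31 and 2.20, and 1.50 and 1.46 were found, and for the *Adam23* fold change it gives 3.7 and 2.2, and 2.38 and 1.58 were found. With a pseudocount of 0.01 both genes come near the paper, as they do on values as deposited and by limma-voom, both chosen after seeing the values, and no other alternative brings them near.

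The text of the paper has *Bglap* higher in both models, and here it did not pass in *oim/oim*, where the list of called transcripts of the paper does not hold it either. Of the genes named here that the paper calls, some were called only under other settings. In *oim/oim* these were *Lama1*, *Nkd1*, *Wnt11* and *Ermn*, all called with a pseudocount of 0.01 or without the fold threshold. *Lama1* and *Wnt11* also pass after upper-quartile or median-ratio scaling, after rescaling without transcripts over 1000 RPKM, in mice recorded as male, and without WT 1 or *oim/oim* 1, *Lama1* also with sex as a covariate, and *Wnt11* also without WT 4 or the library labelled *oim/oim* 4. In *Crtap*KO, *Adam23*, *Ermn* and *Fzd9* pass with a pseudocount of 0.01 or without the fold threshold, and *Fzd9* also after these 3 scalings, in mice recorded as male, and without WT 1, WT 2 or *Crtap*KO 3. *Panx3* is called there with only the compared groups and without WT 1 or the library labelled *oim/oim* 4, and *Sfrp2* without WT 1 or *Crtap*KO 1. Values as deposited and limma-voom, chosen after seeing the values, call all of these but *Panx3* and *Sfrp2*. *Bcan* in *Crtap*KO and *Ankrd1* in *oim/oim*, which the paper calls, pass under no setting. Between the models, *Panx3*, *Dkk3* and *Cdkn2a* pass without the library labelled *oim/oim* 4, and *AC111044.1* in mice recorded as male or without the library labelled *Crtap*KO 4.

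The paper gives about 25 M reads per library, and the mean depth recovered was 37.6 M. The reads held in recovered transcripts numbered from 19013886 in WT 3 to 29740646 in *Crtap*KO 2.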

Other observations

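The tests over other divisions of the libraries, what they would show, the tests of mean levels and the fits by limma-voom and without the libraries labelled *Crtap*KO 4 and *oim/oim* 4 were chosen only after the results were seen.

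Few markers of other marrow cells and of dividing cells were called. *Mki67*, a nuclear protein of dividing cells, had -0.73 and -0.92 as log2 fold change and *Top2a*, a topoisomerase of dividing cells, -0.79 and -0.79, while *Plk1*, a mitotic kinase, fell in *Crtap*KO (-1.01). *Ccr2*, the chemokine receptor of inflammatory monocytes, fell by 1.52 and 1.01. *Rag1* was called lower in *oim/oim* and had -0.68 in *Crtap*KO. Of the 22 proliferation genes, none rose and 2 fell in *Crtap*KO and none rose and none fell in *oim/oim*, and the rest did not pass (the same adjusted over the list alone; 0 and 4, and 0 and 1, without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was -0.76 and -0.67 (exact permutation p = 0.0286 and p = 0.0286). Camera placed the proliferation genes lower in *Crtap*KO (adjusted p = 6.0e-08, and adjusted p = 0.30 with an estimated correlation) and lower in *oim/oim* (adjusted p = 2.1e-09, and adjusted p = 0.29 with an estimated correlation). Among the proliferation genes, of the 2 calls in *Crtap*KO none remained with a pseudocount of 1, after quantile, upper-quartile or median-ratio scaling or rescaling without transcripts over 1000 RPKM or on leaving out either WT 3 or *Crtap*KO 2, and 1 without *Crtap*KO 1 and *oim/oim* 1 or without *Crtap*KO 1. Of the 14 monocyte and macrophage markers, none rose and 1 fell in *Crtap*KO and none rose and 1 fell in *oim/oim*, and the rest did not pass (the same adjusted over the list alone; 0 and 1, and 0 and 0, without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was -0.31 and 0.00030 (exact permutation p = 0.0571 and p = 1). In camera the monocyte and macrophage markers were not called in *Crtap*KO (adjusted p = 0.25, and adjusted p = 0.72 with an estimated correlation) or *oim/oim* (adjusted p = 0.29, and adjusted p = 0.71 with an estimated correlation). Among the monocyte and macrophage markers, of the 1 call in *oim/oim* none remained with a pseudocount of 1, after quantile, upper-quartile or median-ratio scaling or rescaling without transcripts over 1000 RPKM or on leaving out any of WT 2, WT 3 and the library labelled *oim/oim* 4. Of the 14 B cell markers, none rose and none fell in *Crtap*KO and none rose and 1 fell in *oim/oim*, and the rest did not pass (the same adjusted over the list alone; 0 and 0, and 0 and 2, without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was -0.29 and -0.53 (exact permutation p = 0.200 and p = 0.0857). Camera placed the B cell markers lower in *oim/oim* (adjusted p = 0.018, and adjusted p = 0.66 with an estimated correlation) and gave no call in *Crtap*KO (adjusted p = 0.62, and adjusted p = 0.88 with an estimated correlation). Among the B cell markers, of the 1 call in *oim/oim* none remained without the filter on low values, in mice recorded as male, without *Crtap*KO 1 and *oim/oim* 1, with a pseudocount of 1 or on leaving out any of WT 2, WT 3, *oim/oim* 1 and *oim/oim* 2. Of the 11 T and NK cell markers, none rose and 1 fell in *Crtap*KO and none rose and none fell in *oim/oim*, and the rest did not pass (the same adjusted over the list alone; 0 and 2, and 0 and 0, without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was -0.36 and 0.087 (exact permutation p = 0.0857 and p = 0.686). Camera gave no call for the T and NK cell markers in *Crtap*KO (adjusted p = 0.71, and adjusted p = 0.88 with an estimated correlation) or *oim/oim* (adjusted p = 0.42, and adjusted p = 0.81 with an estimated correlation). Among the T and NK cell markers, of the 1 call in *Crtap*KO none remained after quantile, upper-quartile or median-ratio scaling or rescaling without transcripts over 1000 RPKM or on leaving out either WT 3 or *Crtap*KO 2. Of the 11 megakaryocyte markers, none rose or fell in *Crtap*KO or *oim/oim* (the same adjusted over the list alone; the same without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was -0.43 and -0.33 (exact permutation p = 0.0857 and p = 0.143). Camera placed the megakaryocyte markers lower in *Crtap*KO (adjusted p = 0.036, and adjusted p = 0.66 with an estimated correlation) and lower in *oim/oim* (adjusted p = 0.045, and adjusted p = 0.66 with an estimated correlation). Of the 9 stem and progenitor markers, none rose or fell in *Crtap*KO or *oim/oim* (the same adjusted over the list alone; the same without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was -0.20 and -0.19 (exact permutation p = 0.143 and p = 0.257). For the stem and progenitor markers, camera gave no call in *Crtap*KO (adjusted p = 0.71, and adjusted p = 0.88 with an estimated correlation) or *oim/oim* (adjusted p = 0.42, and adjusted p = 0.78 with an estimated correlation).

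In bone and soft tissue, *Dcn*, a small proteoglycan, rose in *Crtap*KO (1.15) and *Scx*, a tendon transcription factor, in *oim/oim* (1.38). *Acan*, the proteoglycan of cartilage, rose in *oim/oim* (1.13), and *Cdkn2a*, a senescence gene, rose there too (1.83). *Gli2*, an effector of hedgehog signaling, and *Bambi*, a decoy BMP receptor, rose in *Crtap*KO (1.05 and 1.09). Of the 11 periosteal and fibroblast markers, 2 rose and 1 fell in *Crtap*KO and 1 rose and none fell in *oim/oim*, and the rest did not pass (the same adjusted over the list alone; 2 and 1, and 2 and 0, without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was 0.20 and 0.31 (exact permutation p = 0.143 and p = 0.114). In camera the periosteal and fibroblast markers were not called in *Crtap*KO (adjusted p = 0.11, and adjusted p = 0.28 with an estimated correlation) or *oim/oim* (adjusted p = 0.17, and adjusted p = 0.36 with an estimated correlation). Among the periosteal and fibroblast markers, of the 3 calls in *Crtap*KO 1 remained without WT 3, while of the 1 call in *oim/oim* none remained in mice recorded as male, with a pseudocount of 1 or without *oim/oim* 2. Of the 14 cartilage markers, 1 rose and none fell in *Crtap*KO and 2 rose and none fell in *oim/oim*, and the rest did not pass (the same adjusted over the list alone; 1 and 0, and 0 and 0, without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was 0.44 and 0.45 (exact permutation p = 0.0286 and p = 0.0571). Camera placed the cartilage markers higher in *Crtap*KO (adjusted p = 0.0020, and adjusted p = 0.077 with an estimated correlation) and higher in *oim/oim* (adjusted p = 0.013, and adjusted p = 0.15 with an estimated correlation). Among the cartilage markers, of the 2 calls in *oim/oim* none remained without the filter on low values, with only the compared groups fitted or on leaving out any of WT 2, WT 3, *oim/oim* 2, *oim/oim* 3 and the library labelled *oim/oim* 4, and 1 with sex as a covariate or with a pseudocount of 1. Of the 14 endothelial markers, none rose or fell in *Crtap*KO or *oim/oim* (the same adjusted over the list alone; the same without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was 0.14 and -0.075 (exact permutation p = 0.0571 and p = 0.486). Camera placed the endothelial markers higher in *Crtap*KO (adjusted p = 0.0043, and adjusted p = 0.32 with an estimated correlation) and gave no call in *oim/oim* (adjusted p = 0.91, and adjusted p = 0.98 with an estimated correlation). Of the 23 skeletal muscle markers, 1 rose and none fell in *Crtap*KO and none rose and none fell in *oim/oim*, and the rest did not pass. Adjusted over the list alone, none passed in either model. The counts of the fit with all libraries held without the libraries labelled *Crtap*KO 4 and *oim/oim* 4. The mean level minus that of WT was -1.01 and -0.29 (exact permutation p = 0.457 and p = 0.714). Camera gave no call for the skeletal muscle markers in *Crtap*KO (adjusted p = 0.81, and adjusted p = 0.94 with an estimated correlation) or *oim/oim* (adjusted p = 0.91, and adjusted p = 0.98 with an estimated correlation). Among the skeletal muscle markers, of the 1 call in *Crtap*KO none remained without the filter on low values, without *Crtap*KO 1 and *oim/oim* 1 or on leaving out any of WT 2, WT 3, WT 4, *Crtap*KO 1, *Crtap*KO 2 and *Crtap*KO 3. Of the 9 adipocyte markers, none rose or fell in *Crtap*KO or *oim/oim* (the same adjusted over the list alone; the same without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was -0.071 and 0.51 (exact permutation p = 1 and p = 0.0286). For the adipocyte markers, camera gave no call in *Crtap*KO (adjusted p = 0.75, and adjusted p = 0.91 with an estimated correlation) or *oim/oim* (adjusted p = 0.11, and adjusted p = 0.66 with an estimated correlation). In *Crtap*KO the median log2 fold change of the adipocyte markers was -0.11 and the mean -0.071, while camera ranked them above other transcripts. Their list level in *Crtap*KO 1 was 1.13, against 2.84 to 2.96 in the other libraries labelled *Crtap*KO and 2.17 to 2.80 in WT. Of the 6 nerve and Schwann cell markers, none rose and 1 fell in *Crtap*KO and none rose and none fell in *oim/oim*, and the rest did not pass (the same adjusted over the list alone; the same without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was -0.48 and -0.40 (exact permutation p = 0.0571 and p = 0.143). In camera the nerve and Schwann cell markers were not called in *Crtap*KO (adjusted p = 0.71, and adjusted p = 0.88 with an estimated correlation) or *oim/oim* (adjusted p = 0.42, and adjusted p = 0.71 with an estimated correlation). Among the nerve and Schwann cell markers, of the 1 call in *Crtap*KO none remained with a pseudocount of 1, among transcripts of mean RPKM 1 or more or without WT 3. Of the 8 hedgehog genes, 1 rose and none fell in *Crtap*KO and none rose and none fell in *oim/oim*, and the rest did not pass (the same adjusted over the list alone; the same without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was 0.52 and 0.41 (exact permutation p = 0.0286 and p = 0.0286). Camera placed the hedgehog genes higher in *Crtap*KO (adjusted p = 3.2e-04, and adjusted p = 0.063 with an estimated correlation) and higher in *oim/oim* (adjusted p = 0.0063, and adjusted p = 0.10 with an estimated correlation). Among the hedgehog genes, of the 1 call in *Crtap*KO none remained with a pseudocount of 1, among transcripts of mean RPKM 1 or more or on leaving out any of WT 2, WT 3, *Crtap*KO 2 and *Crtap*KO 3. Of the 14 BMP signaling genes, 1 rose and none fell in *Crtap*KO and none rose and none fell in *oim/oim*, and the rest did not pass (the same adjusted over the list alone; 1 and 0, and 0 and 1, without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was 0.40 and 0.17 (exact permutation p = 0.0286 and p = 0.143). Camera placed the BMP signaling genes higher in *Crtap*KO (adjusted p = 4.5e-05, and adjusted p = 0.077 with an estimated correlation) and higher in *oim/oim* (adjusted p = 0.020, and adjusted p = 0.29 with an estimated correlation). Among the BMP signaling genes, of the 1 call in *Crtap*KO none remained without WT 3. Of the 13 p53 targets and senescence genes, 1 rose and none fell in *Crtap*KO and 3 rose and none fell in *oim/oim*, and the rest did not pass (the same adjusted over the list alone; the same without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was 0.12 and 0.39 (exact permutation p = 0.0571 and p = 0.0286). Camera placed the p53 targets and senescence genes higher in *oim/oim* (adjusted p = 0.024, and adjusted p = 0.16 with an estimated correlation) and gave no call in *Crtap*KO (adjusted p = 0.16, and adjusted p = 0.35 with an estimated correlation). In *Crtap*KO the median log2 fold change of the p53 targets and senescence genes was -0.057 and the mean 0.12, while camera ranked them above other transcripts. Among the p53 targets and senescence genes, of the 1 call in *Crtap*KO none remained without *Crtap*KO 1 and *oim/oim* 1, with a pseudocount of 1 or on leaving out any of WT 3, *Crtap*KO 1 and *Crtap*KO 2, while of the 3 calls in *oim/oim* 1 remained with a pseudocount of 1 or among transcripts of mean RPKM 1 or more. Of the 15 immediate early genes, none rose or fell in *Crtap*KO or *oim/oim* (the same adjusted over the list alone; 1 and 0, and 0 and 0, without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was 0.19 and 0.17 (exact permutation p = 0.743 and p = 0.114). Camera gave no call for the immediate early genes in *Crtap*KO (adjusted p = 0.071, and adjusted p = 0.68 with an estimated correlation) or *oim/oim* (adjusted p = 0.29, and adjusted p = 0.78 with an estimated correlation). The list level of *Crtap*KO 1 was 2.88, against 1.65 to 1.98 in the other libraries labelled *Crtap*KO and 1.78 to 2.07 in WT.

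*Ifi44*, an interferon-induced gene, rose in *Crtap*KO (2.33), and without *Crtap*KO 1 it was still called at 1.33, with *H28* at 5.15 and *Gbp1* at 3.89. Of the 15 interferon response genes, 1 rose and none fell in *Crtap*KO and none rose and none fell in *oim/oim*, and the rest did not pass. Adjusted over the list alone, none passed in either model. The counts of the fit with all libraries held without the libraries labelled *Crtap*KO 4 and *oim/oim* 4. The mean level minus that of WT was 0.33 and 0.086 (exact permutation p = 1 and p = 0.829). The 0.33 rests on *Crtap*KO 1, with a list level of 5.88. The other libraries labelled *Crtap*KO had 2.20 to 2.66, below the 2.72 to 3.14 of the WT libraries. For the interferon response genes, camera gave no call in *Crtap*KO (adjusted p = 0.071, and adjusted p = 0.77 with an estimated correlation) or *oim/oim* (adjusted p = 0.53, and adjusted p = 0.89 with an estimated correlation). Among the interferon response genes, of the 1 call in *Crtap*KO none remained without the filter on low values, with a robust prior, in mice recorded as male, by limma-voom on the recovered reads, with a pseudocount of 1 or on leaving out any of WT 1, WT 2, WT 3 and WT 4. Of the reference genes of the RT-qPCR, *G6pdx* had -0.95 and -0.73, *Gapdh* -0.64 and -0.40 and *B2m* 0.032 and 0.32. Of the 5 reference genes of the RT-qPCR, none rose or fell in *Crtap*KO or *oim/oim* (the same adjusted over the list alone; the same without the libraries labelled *Crtap*KO 4 and *oim/oim* 4), and the mean level minus that of WT was -0.58 and -0.36 (exact permutation p = 0.0286 and p = 0.0571). Camera placed the reference genes of the RT-qPCR lower in *Crtap*KO (adjusted p = 0.031, and adjusted p = 0.32 with an estimated correlation) and gave no call in *oim/oim* (adjusted p = 0.083, and adjusted p = 0.47 with an estimated correlation). With the neutrophil marker level as a covariate, none of the calls of the gene groups of this part remained (0).

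The libraries were divided in other ways into groups of the same sizes, in all 35 or 10 ways or in 100 drawn ones, with the real division counted among them. Of these divisions, 1 of 35 gave as many calls as *Crtap*KO against WT and 1 of 35 as many as *oim/oim* against WT. For *oim/oim* against *Crtap*KO 2 of 35 did, the other giving 61, and without the libraries labelled *Crtap*KO 4 and *oim/oim* 4 1 of 10 did. For the sexes it was 2 of 100, for the common calls 1 of 100, for the correlation of fold changes 7 of 100 (up to 0.8788) and for the gene lists 10 of 100 (up to 66). The correlation and the number of lists called therefore do not set the real groups apart from other divisions.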
